# Variations of Soil Microbial Community Structures Beneath Broadleaved Forest Trees in Temperate and Subtropical Climate Zones

**DOI:** 10.3389/fmicb.2017.00200

**Published:** 2017-02-10

**Authors:** Sihang Yang, Yuguang Zhang, Jing Cong, Mengmeng Wang, Mengxin Zhao, Hui Lu, Changyi Xie, Caiyun Yang, Tong Yuan, Diqiang Li, Jizhong Zhou, Baohua Gu, Yunfeng Yang

**Keywords:** microbial community, GeoChip, high-throughput seuqencing, broadleaved forests, soil biogeochemical process

## Abstract

Global warming has shifted climate zones poleward or upward. However, understanding the responses and mechanism of microbial community structure and functions relevant to natural climate zone succession is challenged by the high complexity of microbial communities. Here, we examined soil microbial community in three broadleaved forests located in the Wulu Mountain (WLM, temperate climate), Funiu Mountain (FNM, at the border of temperate and subtropical climate zones), or Shennongjia Mountain (SNJ, subtropical climate). Although plant species richness decreased with latitudes, the microbial taxonomic α-diversity increased with latitudes, concomitant with increases in soil total and available nitrogen and phosphorus contents. Phylogenetic NRI (Net Relatedness Index) values increased from -0.718 in temperate zone (WLM) to 1.042 in subtropical zone (SNJ), showing a shift from over dispersion to clustering likely caused by environmental filtering such as low pH and nutrients. Similarly, taxonomy-based association networks of subtropical forest samples were larger and tighter, suggesting clustering. In contrast, functional α-diversity was similar among three forests, but functional gene networks of the FNM forest significantly (*P* < 0.050) differed from the others. A significant correlation (*R* = 0.616, *P* < 0.001) between taxonomic and functional β-diversity was observed only in the FNM forest, suggesting low functional redundancy at the border of climate zones. Using a strategy of space-for-time substitution, we predict that poleward climate range shift will lead to decreased microbial taxonomic α-diversities in broadleaved forest.

## Introduction

The ecological effects of global warming have widely been documented, with range shifts toward the poles at the rate of averagely 6.1 km per decade, and mean advancement of spring events by 2.3 days per decade (Camille and Gary, 2003). Forests are important ecosystems that support a large proportion of global biodiversity and store 45% of terrestrial carbon (Pan et al., 2011). In recent decades, substantial loss of carbon in forest soil has been observed, owing to positive feedbacks of forests to global warming via increasing fluxes of greenhouse gasses (Bonan, 2008; Heimann and Reichstein, 2008).

Broadleaved forests are major forest types in both temperate and subtropical climate zones (Wang et al., 2007). It is believed that (sub-)tropical forests are carbon neutral or carbon sinks, while temperate forests are usually carbon sources but can be turned into carbon sinks by reforestation and fire suppression (Pregitzer and Euskirchen, 2004). Subtle disturbance to the balance between respiration and photosynthesis can cause large changes in carbon pools from forests to atmosphere (Bonan, 2008), hence it is important to elucidate mechanisms of soil biogeochemical cycling and predict ecological consequences of forest extension northward by climate warming in the Northern hemisphere.

Soil microbial community is the major component of terrestrial biodiversity and primary driver of biogeochemical processes such as biomass decomposition and greenhouse gas emission (Crowther et al., 2014). Therefore, understanding the mechanisms in shaping community taxonomic and functional gene structure is essential for predicting soil functional capacity and ecosystem functions. However, it has been hampered by high complexity of microbial communities. This challenge has been alleviated by the rapid development of high-throughput, next-generation sequencing technologies. Sequencing of 16S rRNA gene amplicon is powerful in fine-tuning assessment of microbial taxonomic composition. Meanwhile, development of a functional gene microarray (GeoChip) using information from public sequence database has enabled quantitative, accurate and rapid detection of 100s of 1000s of functional genes (Tu et al., 2014). GeoChip 5.0 contains more than 50,000 oligonucleotide (50-mer) probes that can detect 393 functional genes from carbon, nitrogen, sulfur and phosphorus cycling, metal reduction and resistance, and organic contaminant degradation (He et al., 2007, 2010; Bracho et al., 2016).

In the current study, we collected soil samples located in the Wulu Mountain (WLM, 111°11.146′–111°11.235′ E, 36°33.399′–36°33.536′ N), Funiu Mountain (FNM, 111°48.150′–111°48.290′ E, 33°40.039′–33°40.086′ N) and Shengnongjia Mountain (SNJ, 110°21.570′–110°21.638′ E, 31°29.321′–31°29.462′ N). In climatology, FNM is located at the border of temperate and subtropical climate zones, while WLM is within a typical temperate climate zone and SNJ is within a subtropical climate zone.

Because of the substantial differences of the chemical and physical characteristics of broadleaved forest soils between temperate and subtropical climate zones, we hypothesize that niche-based mechanisms will explain soil community assembly through the selective power of plant or soil factors. However, it remains unclear whether selection of microbial taxonomic composition will differ from that of functional composition, given high frequency of horizontal gene transfer in natural environments (Thomas and Nielsen, 2005). Therefore, it is of great interest to understand under what condition and to what extent taxonomic compositions will be linked to functional compositions. Several previous studies have demonstrated that taxonomic compositions of microbial communities determine microbial functional capacities and processes (Waldrop and Firestone, 2006; Fierer et al., 2013), but other studies have showed disconnection between microbial community taxonomic compositions and its functions (Frossard et al., 2012; Crowther et al., 2014), which could be ascribed to functional redundancy of microbial communities, i.e., different taxonomic groups possess similar functions (Allison and Martiny, 2008). Therefore, it remains controversial whether and how to link microbial taxonomy to its functions.

## Materials and Methods

### Site Description and Soil Sampling

We collected soil samples in three natural broadleaved forests growing in mountain brown soils. Among them, WLM is located in Shanxi Province, typical of temperate monsoon climate. Ten sampling sites in WLM are located between 111°11.146′–111°11.235′ E, 36°33.399′–36°33.536′ N, and the elevation of 1814–1861 m above sea level (asl). The local climate is characterized by wet (precipitation of warmest quarter of over 300 mm), warm (mean temperature of warmest quarter of 17.5°C) weather in summer but dry and cold weather in winter. The plant community at WLM was dominated by arbor (*Quercus liaotungensis Koidz* and *Acer mono*), shrub (*Filipendula vulgaris, Lespedeza bicolor, Corylus mandshurica*, and *Acer stenolobum*) and grass (*Elymus dahuricus, Polygonatum odoratum, Stipa capillata, Carex, Epimedium, Thalictrum minus, Aster, Chrysanthemum chanetii*). FNM is located in Henan Province, the boundary of temperate and subtropical climate zones. Ten sampling sites are located between 111°48.150′–111°48.290′ E, 33°40.039′–33°40.086′ N, and the elevation of 1721–1791 m asl. The local climate is characterized by a warm (mean temperature of warmest quarter of 16.9°C), wet (precipitation of warmest quarter of over 450 mm) summer and mild winter. The plant community at FNM was dominated by arbor (*Pinus armandi, oriental white oak, Apricot linden, lindera obtusiloba*, and *Pinus tabuliformis*), shrub (*Rhododendron, Fargesia, Rosa multiflora, Smilax china*, and *Euonymus alatus*), and grass (*Oplismenus compositus, Carex, Elymus dahuricus*, and *Eriophorum*). The SNJ is located in Hubei Province and heavily influenced by subtropical monsoon. Ten sampling sites are located between 110°21.570′–110°21.638′ E, 31°29.321′–31°29.462′ N, and the elevation of 1725–1844 m asl. The local climate is characterized by warm (mean temperature of warmest quarter of 19.1°C), wet (precipitation of warmest quarter of over 500 mm) summer and very mild winter. The plant community at SNJ was dominated by arbor (*Ilex pernyi*, *Fagus engleriana*, *Q liena car acuteserata*, *Sorbus folgneri*, *Photinia beauverdiana, Lithocarpus, Cornus angustata*), shrub (*Fargesia robusta, Viburnum erosum, Wire handle carex, Viburnum dilatatum, Carpinus viminea, Lespedeza bicolor, Eurya groffii Merr, Symplocos botryantha, Smilax microphylla, Berberis julianae*) and grass (*Parathelypteris nipponica, Deyenxia langedorffii, Saussurea polycephala, Carex, Aster ageratoides, Tricyrtis macropoda*, and *Rubia cordifolia*).

The size of each of 10 sampling sites is 20 m × 20 m. At each site, 10–15 soil cores at the depth of 0–10 cm (A horizon) were taken, thoroughly mixed and sieved through 2 mm mesh to remove visible rocks and plant roots. Soil samples were preserved on ice when transported to laboratory, and then divided into two subsamples. Subsamples were stored at either 4°C for soil biogeochemical measurements, or -80°C for DNA extraction.

### Soil and Plant Factor Measurements

Plant factors were recorded *in situ* during soil sampling. Forests were divided into three canopies of trees, shrubs and arbors when counting plant species number and numbers of each species. Plant biomass was estimated by the diameter of breast height and height of trees. We used Shannon-Weaver index (H’) and Pielous evenness to calculate plant diversity and evenness, respectively. Soil geochemical factors, including soil pH, water content, organic carbon, total nitrogen, ammonium, nitrate, available nitrogen, total potassium, total sulfur, total phosphorus and available phosphorus, were measured as previously described (Ding et al., 2015a).

### DNA Extraction, Purification, and Quantification

We used freeze-grinding mechanical lysis to extract soil DNA, followed by purification twice with a 0.5% low melting point agarose gel and phenol-chloroform-butanol method (Yue et al., 2015). We assessed DNA quality by determining the ratios of 260 nm/280 nm and 260 nm/230 nm with a Nanodrop ND-1000 Spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE, USA). We quantified DNA amount via a PicoGreen method with a FLUO star Optima (BMG Labtech, Jena, Germany).

### Illumina Sequencing and Data Pre-processing

We amplified 16S rDNA genes with common primers (Forward primer, 515F, 5′-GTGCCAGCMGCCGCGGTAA-3′ and reverse primer, 806R, 5′-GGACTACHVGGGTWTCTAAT-3′) targeting v4 region of both bacteria and archaea, combined with adapter and barcode sequences. We then performed the two-step PCR amplification. The first round of PCR was carried out in triplicate in a 50 μl reaction using target-only forward and reverse primers, with 10 cycles for amplifications. Then products from the first round of PCR were purified with an Agencourt AMPure XP kit (Beckman Coulter, Beverly, MA, USA), eluted in 50 μl water and aliquoted into three 15 μl PCR tubes. The second round of PCR was carried out in triplicates in a 25 μl reaction, containing 2.5 μl of 10 × AccuPrime PCR bufferII (Invitrogen, Grand Island, NY, USA, including dNTPs), 0.4 μM of both forward and reverse primers, 5 μl of template DNA (2 ng/μl), 0.25 U of High Fidelity AccuPrime Taq Polymerase (Life Technologies) and 15 μl aliquot of PCR product purified from the first round. In this step, phasing primers with Illumina adapters, target primers, spacers and barcodes on the reverse primers were used. The amplifications were cycled for 20 times with the same program as the first round PCR. Quantification of PCR products were carried out with the PicoGreen method and confirmed by agarose gel electrophoresis. We diluted PCR products to 2 nM, then denatured DNA by mixing 10 μl of PCR products with 10 μl of 0.2 N fresh NaOH, followed by incubation for 5 min at room temperature. We then added 980 μl of chilled Illumina HT1 buffer to make a 20 pM library, which was further adjusted to 15 pM by adding HT1 buffer mixed with a PhiX DNA library. We loaded 600 μl of reaction mixture onto the MiSeq reagent cartridge (Illumina, San Diego, CA, USA) and conducted 2 bp × 250 bp paired-end sequencing.

We processed raw sequence data by a pipeline built on the Galaxy platform^1^ as recently described (Zhao et al., 2016). We first separated raw sequences into different samples based on barcodes associated with sequences, with only one mismatch permitted. We used Btrim to do quality trimming. Next, we used FLASH to merge forward and reverse reads into full length sequences, from which very short ones or ones that contained ambiguous bases were then removed. We also discarded chimeric sequences based on prediction by Uchime (usearch v5.2.3). Third, random re-sampling was achieved with 20,000 sequences per sample. Finally, we used UCLUST to cluster operational taxonomic units (OTUs) at the 97% similarity level, and removed the singletons. Taxonomic annotation of individual OTUs was conducted by RDP classifier with minimal 50% confidence estimates.

### GeoChip Hybridization and Data Pre-processing

We labeled 1 μg of purified genomic DNA with Cy3, then dried, rehydrated, and hybridized DNA with GeoChip 5.0 overnight as previously described (Ding et al., 2015a). After washing away unbound DNA, we scanned GeoChip with a NimbleGen MS 200 Microarray Scanner (Roche, Basel, Switzerland) at the level of 100% photomultiplier tube and 100% laser power. We considered probes with detected signal-to-noise ratio of less than 2.0 to be poor in quality and thus discarded them without further analyses. We also removed probes detected in no more than 3 out of 10 samples from each mountain to improve representation to the sites. We normalized signal intensity of each detected gene by dividing its signal intensity with total signal intensity of GeoChip. Finally, we transformed data to the natural logarithmic form.

### Statistical Analyses

We used the Shannon index (*H*’) to evaluate the α-diversity of microbial community. We used three non-parametric multivariate statistical tests of dissimilarity (adonis, MRPP, anosim), Detrended correspondence analysis (DCA) and hierarchical clustering analysis to examine differences of overall microbial community compositions. We used partial Mantel tests to unveil linkages between environmental factors and microbial community compositions. We also calculated the NRI and Nearest Taxon Index (NTI) to examine taxonomic traits conferring environmental tolerance or competitive abilities in three mountains. Specifically, NRI and NTI were conducted by package picante (v. 2.1-30) in R (v.3.1.1). All of those analyses were performed by functions in the R (v.3.1.1) Vegan package (v.1.15-1) as previously described (Liu et al., 2015), except for Analysis of variance by IBM SPSS statistic 19 and two-tailed unpaired *t*-tests by Microsoft Excel 2013 to determine the significance of the differences.

### Network Reconstruction Based on the RMT-Based Algorithm

We used the random matrix theory (RMT)-based algorithm to determine thresholds for Pearson correlation networks from both sequencing and GeoChip data (Ding et al., 2015b). We reconstructed networks of OTUs, carbon cycling genes and nitrogen cycling genes, which showed significant differences from random networks (Supplementary Table S4). We separated the networks into modules via the fast greedy modularity optimization. We calculated a number of topological properties of association networks, such as total nodes, total links, average degree, average connectivity, average clustering coefficient, average path distance, average length, density, modularity, transitivity, and connectedness.

## Results And Discussion

### Environmental Factors

A total of 24 environmental factors were measured, which could be classified as climatic, aboveground vegetation and soil geochemical factors (Supplementary Table S1). Since those three forests were geographically distant, there were significant (*P*< 0.050) differences among environmental factors, as shown by three non-parametric statistical tests of adonis, MRPP and anosim (**Table 1**). Particularly, precipitation decreased with latitudes, with roughly half of precipitation levels (annual precipitation, precipitation in the warmest season, and the wettest season) in the WLM forest compared to those in the SNJ forest (Supplementary Table S1). The mean air temperature (MAT) was also the lowest in the WLM forest and the highest in the SNJ forest. However, mean annual temperatures of the warmest and wettest seasons were the lowest in the FNM forest.

Species number of arbors, shrubs and grasses decreased with latitudes (Supplementary Table S1), which was in alignment with the general observation that microbial diversity is higher under warmer climate (Allen et al., 2002). The evolutionary speed hypothesis has suggested that biodiversity peaks at the equator due to higher mutation rates and shorter generation time of individuals under higher temperature (Mittelbach et al., 2007). However, microclimate could buffer under story plants responses to climate warming by denser canopies in forests, whose shading cools growing-season ground temperatures and thus attenuates the increase of warming-adapted species (De Frenne et al., 2013).

Soil geochemical factors varied considerably. Soil pH was neutral (6.98 ± 0.36) in the WLM forest but acidic in the FNM (5.01 ± 0.33) and SNJ forests (5.35 ± 0.45). Total organic carbon, total nitrogen, nitrate, available nitrogen, total phosphorus and available phosphorus, decreased with latitudes, suggesting that subtropical forests are poorer in nutrient conditions than temperate forests.

### Microbial Taxonomic Compositions

To analyze taxonomic compositions of microbial community, a total of 77,591 OTUs were detected in all of 30 soil samples, ranging from 5,887 to 10,595 OTUs per sample. The taxonomic α-diversity decreased with latitudes (Supplementary Table S2), and microbial OTU compositions differed significantly (*P*< 0.005) among three forests based on three non-parametric statistical tests of adonis, MRPP and anosim (**Table 1**). In accordance, DCA showed that samples of WLM, FNM and SNJ forests were well-separated from each other (Supplementary Figure S1A). Previous studies showed that microbial communities in forests with different aboveground vegetation were markedly different (Cong et al., 2015; Ding et al., 2015a). Nutrient quality or association between microbes and rhizospheres could also significantly change microbial communities (Weand et al., 2010; Urbanová et al., 2015).

**Table 1:** Pairwise dissimilarity test of environmental factors, 16S rRNA gene and functional gene data sets among any pairs of mountains.

Group	MRPP	MRPP	anosim	anosim	adonis	adonis
	Bray. Delta	Bray. *P*	Bray. *R*	Bray. *P*	Bray. *R*^2^	Bray. *P*
**Environmental factors**						
WLM vs. FNM	0.054	0.001	0.789	0.001	0.779	0.001
WLM vs. SNJ	0.054	0.002	0.818	0.001	0.809	0.001
FNM vs. SNJ	0.039	0.002	0.775	0.001	0.643	0.001
**OTUs**						
WLM vs. FNM	0.529	0.001	0.798	0.001	0.397	0.001
WLM vs. SNJ	0.540	0.001	0.790	0.001	0.418	0.001
FNM vs. SNJ	0.558	0.001	0.350	0.002	0.139	0.001
**Functional genes**						
WLM vs. FNM	0.081	0.001	0.456	0.001	0.258	0.001
WLM vs. SNJ	0.056	0.002	0.450	0.001	0.214	0.001
FNM vs. SNJ	0.083	0.002	0.031	0.001	0.197	0.004

The NRI was calculated to explore microbial phylogenetic relationship. NRI values were significantly (*P*< 0.050) different from zero in all of the three forests, with +0.519 for FNM samples and +1.042 for SNJ samples (**Table 2**). Those values suggested that FNM and SNJ samples were more phylogenetically related/clustered than expected by chance (i.e., phylogenetic clustering), probably resulting from habitat filtering of related species by environmental stress or competitive exclusion within community members (Goberna et al., 2014). Compared to FNM samples, higher NRI values in SNJ samples indicated a more phylogenetically clustered microbial assemblages, showing strong abiotic filtering in acidic, nutrient-poor subtropical forest soils (Smit et al., 2001). This is consistent with our hypothesis that soil community assembly is driven by niche-based mechanisms. In accordance, the *Alphaproteobacteria*-to-*Acidobacteria* ratio, a positive indicator of soil nutrient availability to microbes (Yergeau et al., 2012), was the lowest in the SNJ forest (Supplementary Table S1). In contrast, NRI value was -0.718 for WLM samples, suggesting that microbial assemblages were less phylogenetically related than expected by chance (i.e., phylogenetic over dispersion), which fitted the neutral model suggestive of demographic stochasticity and dispersal limitation as the shaping mechanism of microbial community taxonomy (Caruso et al., 2011).

**Table 2:** Metrics of phylogenetic compositions of soil microbial community.

	NRI	NTI
WLM	-0.718 ± 0.122	0.287 ± 0.218
FNM	0.519 ± 0.217	1.506 ± 0.427
SNJ	1.042 ± 0.106	2.332 ± 0.273

*NRI, Net Relatedness Index; NTI, Nearest Taxon Index.*

To identify differences of OTUs among three forests, we performed hierarchical clustering analysis with OTUs *in situ*, which showed that more than 4,000 OTUs were significantly different across the forests. For example, 9 *Proteobacteria* OTUs, which were among the most abundant OTUs, were substantially different in relative abundances across the forests (Supplementary Figure S2). Those *Proteobacteria* OTUs included five *Steroidobacter* (OTU_19792, OTU_112804, OTU_154253, OTU_370255 and OTU_239938), which were more abundant in the FNM and SNJ forests. Consistently, *Steroidobacter* grows on only a limited number of recalcitrant organic substrates and use nitrate or nitrite as the electron acceptor (Fahrbach et al., 2008). In addition, a *Proteobacteria* genera *Bradyrhizobium*, symbiotic nitrogen fixation bacteria forming nodules on soybeans (Kaneko et al., 2002), was the most abundant in the SNJ forest, which implicated that limited total and available nitrogen in soil could stimulate the microbial potential of nitrogen fixation.

### Microbial Functional Gene Structures

A total of 38,901 probes, representing more than 350 functional genes, had positive signals when hybridized with our soil sample DNA. 

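Soil DNA from 30 plots was hybridized to GeoChip 5.0, an array of oligonucleotide probes for microbial functional genes, with 10 arrays each for the WLM forest of the temperate zone, the FNM forest of the northern subtropical border and the SNJ forest of the subtropical zone. Every sample was labelled with Cy3 and had an array of its own. The authors deposited 1 linear Cy3 intensity per probe and array, with an empty value where the spot was undetected at a signal-to-noise ratio below 2. The summed intensity of an array was 161 ± 9.20 mega-units in WLM (SD, n = 10, range 148 to 176, median 160), 261 ± 130 in FNM (range 180 to 584, median 196) and 198.6 ± 9.89 in SNJ (range 181 to 214, median 199.1). The 3 brightest arrays, those of FNM samples 7, 9 and 10, each had more than 1.5 times the median total. An array detected 23036.8 ± 2456 probes in WLM, 23530.8 ± 2728 in FNM and 23153.9 ± 1097 in SNJ (SD, n = 10). Following the methods, a probe was kept in a forest where at least 4 of its 10 arrays detected it, each intensity was divided by the total of the kept probes of its array, and the natural logarithm was taken, here after multiplication by the mean of these totals of 205 mega-units so that the values stay on the scale of the intensities. The level of a gene family was the mean of these ln values over its probes detected on an array, and 296 families with at least 3 kept probes and a level on all 30 arrays were tested with limma, with Benjamini-Hochberg adjustment for each pair of forests. On this scale the median family difference was -0.16 ln units for FNM against WLM, -0.05 for SNJ against WLM and 0.12 for SNJ against FNM, and 0.0067, 0.0023 and -0.0012 after quantile normalization. That normalization gives the detected values the same distribution on every array, so medians near 0 follow from it. At an adjusted p below 0.05, 2 families were higher and 221 lower in FNM than in WLM, 3 were higher and 22 lower in SNJ than in WLM, and 167 were higher and 2 lower in SNJ than in FNM. After quantile normalization the same counts were 41 and 26, 16 and 19, and 30 and 39, and 2 higher and 26 lower families in FNM than in WLM were called in the same direction on both scales. Over probes detected on all 30 arrays, without that normalization, the counts were 4 and 70, 0 and 3, and 16 and 2 of 288 families tested.

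**Figure D1:**
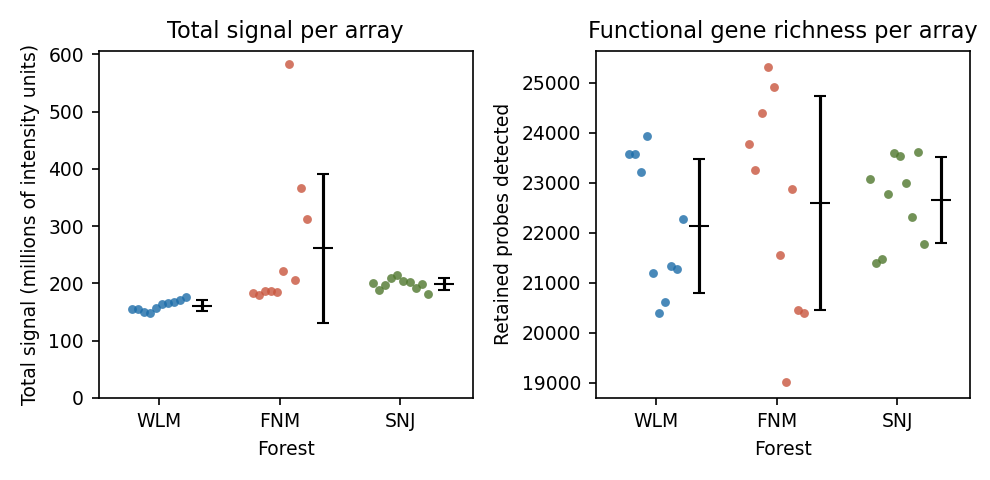
Total signal of each array in mega-units and number of kept probes detected on it, by forest, with dots for the 10 arrays of a forest and bars for mean ± SD. The brightest FNM array stands at 584, while no SNJ array exceeds 214.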

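Genes of carbon cycling took the largest part of the signal, with 42.2% of the total in WLM, 42.0% in FNM and 42.2% in SNJ. Genes of organic remediation, which break down pollutants and other aromatic compounds, followed with 23.0%, 22.9% and 22.8%, and nitrogen genes with 12.5%, 12.3% and 12.4%. These categories also hold the most probes in the same order, with 17308, 7819 and 5015 of the 38901 listed, so the order cannot be read as gene abundance. Sulfur genes took 8.69%, 8.93% and 8.97%, genes of metal homeostasis 6.65%, 6.73% and 6.67%, and phosphorus genes 4.83%, 5.04% and 4.94%. The deposited table lists 38901 probes under 362 gene names, and 32295 of them, of 356 gene names, had a signal on at least 1 array. Of these probes 14043 belonged to carbon cycling, 6826 to organic remediation, 4186 to nitrogen and 2797 to sulfur. On all 30 arrays 13112 probes were detected, and 2235 on a single array. The filter on arrays per forest kept 26842 probes, of which 22752 were kept in all 3 forests, 509 in WLM alone, 1662 in FNM alone and 173 in SNJ alone.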

We detected a total number of 878 bacterial taxa in GeoChip, of which 26.8% were also detected by MiSeq sequencing. 

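Among the probes detected on at least 1 array, 28317 carry a bacterial lineage, 830 an archaeal and 2787 a eukaryotic one. The bacterial lineages name 836 genera and 1565 species in 30 phyla, the archaeal ones 76 genera and the eukaryotic ones 325 genera. Proteobacteria led with 10894 kept probes from 383 genera, of which an array detected 9082.7 ± 530 in WLM, 9235.8 ± 871 in FNM and 9273.8 ± 332 in SNJ (SD, n = 10). Actinobacteria followed with 4491 kept probes from 94 genera, and Firmicutes with 1885 from 121 genera. Acidobacteria, a phylum of acidic soils, had 169 kept probes, with 141.4 ± 7.00 detected on an array in WLM, 144.5 ± 16.7 in FNM and 146.5 ± 5.87 in SNJ. Verrucomicrobia had 188 kept probes from 8 genera, and the fungal phylum Ascomycota had 1406 from 114 genera. Bacterial genera with a kept probe numbered 764 in WLM, 782 in FNM and 768 in SNJ. A genus is counted from the lineage written beside each probe, and the sequencing data were not analysed here.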

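The arrays of the 3 forests detected similar numbers of functional gene probes. Of the kept probes, 22140.5 ± 1343 were detected in WLM, 22600.5 ± 2146 in FNM and 22653.9 ± 865 in SNJ (SD, n = 10 arrays), and the difference did not pass the test (F = 0.334, permutation test with 100000 resamples, p = 0.719). Carbon cycling genes contributed 9382.1 ± 579 of these probes in WLM, 9616.6 ± 909 in FNM and 9629.4 ± 362 in SNJ, and nitrogen genes 2870.9 ± 174, 2930.9 ± 290 and 2941.2 ± 130. Genes of organic remediation contributed 4956.2 ± 288, 5008.2 ± 458 and 5051.9 ± 180 probes, and sulfur genes 1852.4 ± 121, 1888.2 ± 196 and 1892.3 ± 76.5. The composition of the same genes separated every pair of forests. Between FNM and WLM, Bray-Curtis dissimilarity of the ln values gave an adonis R2 of 0.308, an anosim R of 0.544 and an MRPP delta of 0.0826. Between SNJ and WLM the values were 0.250, 0.553 and 0.0552, and between SNJ and FNM 0.298, 0.499 and 0.0748. Each of these 9 tests gave p = 0.0001, the smallest that its permutations can give. The filter on arrays per forest uses the forest labels and was not redone in the permutations, which favours a separation. With no filter on probes, adonis R2 was 0.190 between FNM and WLM (permutation p = 0.0009) and 0.132 between SNJ and WLM (p = 0.0168). Between SNJ and FNM it was then 0.201 (p = 0.0001). The spread of the arrays around their forest's centroid also differed among forests (F = 5.81, permutation p = 0.0038), and adonis and anosim respond to spread as well as to position. Between SNJ and FNM, adonis R2 was 0.0741 (permutation p = 0.0846) with probes detected on at least 9 of the 10 arrays of both forests, and 0.112 (p = 0.0508) with probes detected on every array of both.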

Although the functional α-diversity was similar among three forests (Supplementary Table S2), dissimilarity tests of adonis, MRPP and anosim showed significant (*P*< 0.005) differences in functional gene structures (**Table 1**), which was verified by DCA (Supplementary Figure S1B).

Among all the carbon fixation genes, only *aclb* encoding ATP citrate lyase and *CODH* encoding carbon monoxide dehydrogenase were significantly (*P*< 0.050) higher in relative abundances in FNM samples (Supplementary Table S3). 

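ATP citrate lyase, encoded by aclB, cleaves citrate in the reductive tricarboxylic acid cycle, and CODH, carbon monoxide dehydrogenase, serves the reductive acetyl-CoA pathway and the oxidation of carbon monoxide. Averaged over the probes detected on each array, aclB was lower in FNM than in WLM, with mean ln levels of 7.97 ± 0.24 and 8.29 ± 0.06 (SD, n = 10 arrays each), and CODH was lower with 7.85 ± 0.12 and 8.22 ± 0.14. With undetected spots counted as 0 both directions turned, and aclB was 1.13 ln units higher in FNM (SE 0.213, adjusted p = 4.3e-04 from limma) and CODH 0.82 higher (SE 0.222, adjusted p = 0.0126). A 0 on this ln scale stands for an intensity of 1, while the lowest deposited intensity of a detected spot was 249. Here and below, the size of a difference with undetected spots as 0 thus depends on that floor and on how often spots were detected. The probes of these genes were detected more often in FNM, after the filter for aclB in 92.5% of spots against 75.0% in WLM and 75.0% in SNJ, and for CODH in 80.0% against 66.5% and 71.5%. Of the 4 kept aclB probes 3 were detected on all 30 arrays, and the fourth on 7 FNM arrays, 3 SNJ arrays and 0 WLM arrays. The difference of aclB over detected probes was -0.32 (SE 0.0635, adjusted p = 9.0e-05, 8 of 10 FNM arrays below the WLM mean), or -0.16 relative to the median of all families, and -0.16 (adjusted p = 0.0815) after quantile normalization. That of CODH, with 48 kept probes, was -0.37 (SE 0.0484, adjusted p = 6.1e-07, 10 of 10 FNM arrays below), or -0.21 relative to the median, and -0.18 (adjusted p = 5.4e-05) after quantile normalization. Over the probes detected on all 30 arrays neither gene passed, with 0.006 (adjusted p = 0.908) for aclB and -0.05 (adjusted p = 0.27) for CODH. In SNJ, aclB was 0.21 (adjusted p = 0.00701) and CODH 0.29 (adjusted p = 4.7e-05) above FNM over detected probes, and 1.21 and 0.46 below it with undetected spots as 0. Of 12 carbon fixation families tested of 16 listed, 11 fell in FNM against WLM and 1 did not pass, also adjusted over the list alone, while 3 rose and 2 fell after quantile normalization. PEP synthase, which makes phosphoenolpyruvate from pyruvate, was 0.20 higher in FNM than in WLM over detected probes (SE 0.0532, adjusted p = 0.00122, 10 of 10 FNM arrays above the WLM mean), 0.34 higher after quantile normalization, and differed by -0.64 (adjusted p = 0.0352) with undetected spots as 0. Over the probes detected on all 30 arrays it was not called higher. Between SNJ and WLM 0 of the 12 passed limma's test (2 at an unadjusted p below 0.05, and 0 by analysis of variance after adjustment), while 1 rose and 0 fell after quantile normalization.

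**Figure D2:**
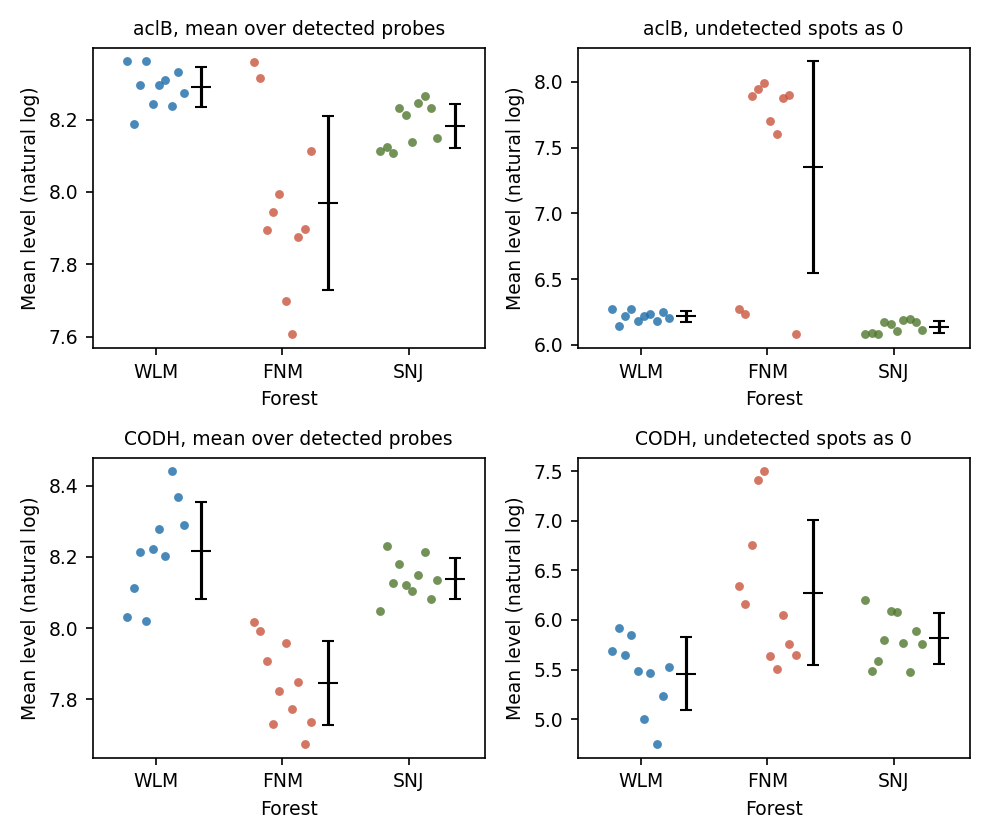
Mean ln level of aclB and CODH on each array by forest, over the probes detected on the array and with undetected spots of the kept probes as 0, with dots for arrays and bars for mean ± SD (n = 10). In FNM both genes lie below WLM on the first scale and above it on the second, with 7.35 against 6.22 for aclB and 6.28 against 5.46 for CODH.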

Other genes associated with carbon degradation were similar in relative abundances, lending support to the previous observation that decomposition rates of soil organic carbon in forest mineral soil were remarkably constant along a global-scale gradient in mean annual temperature (Giardina and Ryan, 2000). 

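Of the 35 carbon degradation families tested from the lists, 27 did not pass after quantile normalization in FNM against WLM, 32 in SNJ against WLM and 26 in SNJ against FNM. Starch genes as a group were at a mean ln level of 8.26 ± 0.10 in WLM, 8.09 ± 0.06 in FNM and 8.20 ± 0.03 in SNJ (SD, n = 10 arrays), cellulose genes at 8.13 ± 0.09, 7.95 ± 0.07 and 8.07 ± 0.03, and chitin genes at 8.13 ± 0.12, 7.97 ± 0.07 and 8.08 ± 0.04. Lignin genes were at 8.09 ± 0.09, 7.89 ± 0.06 and 8.05 ± 0.05. Of the 35 families 31 fell, 1 rose and 3 did not pass in FNM against WLM by limma, while 4 rose and 4 fell after quantile normalization and 3 rose and 0 fell with undetected spots as 0. In detail, 6 of 6 starch families fell, 4 of 4 hemicellulose, 5 of 5 cellulose, 5 of 5 chitin, 4 of 4 pectin, 4 of 4 lignin and 3 of 6 aromatics and terpene families, and the counts were the same when adjusted over the list alone. After quantile normalization 1 starch and 1 cellulose family were higher, 2 cellulose, 1 hemicellulose and 1 pectin family were lower, and 0 of 5 chitin and 0 of 4 lignin families passed. Amylopullulanase (apu), which cuts branched starch, had the largest difference, with -0.92 (SE 0.276, adjusted p = 0.00375, 9 of 10 FNM arrays below the WLM mean), which was -0.69 (adjusted p = 0.0696) after quantile normalization and turned to 2.25 (SE 0.474, adjusted p = 0.00136) with undetected spots as 0. In SNJ against FNM apu differed by 0.84 (adjusted p = 0.0271) after quantile normalization and by -1.91 (adjusted p = 0.00807) with undetected spots as 0, and over probes detected on all 30 arrays it passed in neither pair (0.061 and -0.072). Pullulanase (amyX) differed by -0.30 (SE 0.0942, adjusted p = 0.00481), which turned to 1.77 (adjusted p = 0.00133) with undetected spots as 0. The fungal lipase family, with 3 kept probes, rose by 0.21 (SE 0.0927, adjusted p = 0.0453, 8 of 10 FNM arrays above the WLM mean) and by 0.37 after quantile normalization, but passed neither by analysis of variance, unadjusted or adjusted, nor without the 3 brightest arrays (0.18, adjusted p = 0.116). It was called higher over probes detected on all 30 arrays and with undetected spots as 0, at ln levels of 6.32 in FNM and 5.14 in WLM on the latter scale. Glyoxal oxidase (glx), an accessory enzyme of lignin decay, differed by -0.18 (adjusted p = 0.001) and by 0.03 after quantile normalization, and assA, which activates alkanes, by 0.10 (adjusted p = 0.319) and by 0.25 (adjusted p = 0.0179), with -0.72 (adjusted p = 0.0772) when undetected spots were 0. Against WLM, SNJ had 0 higher and 1 lower of the 35 families (0 lower when adjusted over the list alone), and 1 higher and 2 lower after quantile normalization. Against FNM it had 26 higher and 0 lower, 7 higher and 2 lower after quantile normalization, and 1 higher and 2 lower with undetected spots as 0. The paper takes the similar levels of these genes as support for an earlier report of constant decomposition rates along a temperature gradient.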

Since, the decomposition rate was limited by temperature only when the supply rate of soil organic carbon exceeded the consumption rate (Giardina and Ryan, 2000), constant decomposition rates can implicate that available organic carbon is restrained in forests. In contrast, no significant difference among three forests was observed for nitrogen cycling genes (Supplementary Table S3). However, high abundances of denitrification genes were detected across three forests, which provided supporting evidence for recent findings that microbial denitrification dominated nitrate losses from forest ecosystems (Fang et al., 2015).

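Nitrogen genes as 1 category had nearly the same level in FNM and WLM relative to all other genes. Over all probes of the nitrogen category the mean ln level was 8.21 ± 0.09 in WLM, 8.03 ± 0.07 in FNM and 8.15 ± 0.04 in SNJ (SD, n = 10 arrays). For FNM against WLM this is -0.18 (adjusted p = 1.3e-05 from limma), which is -0.004 relative to the median of all gene categories and -0.007 (adjusted p = 0.199) after quantile normalization. By single families, 17 of 17 listed nitrogen families fell in FNM against WLM, also adjusted over the list alone, while 2 rose, 1 fell and 14 did not pass after quantile normalization and 0 passed with undetected spots as 0. The 17 comprise nitrogen fixation (1 of 1 fell), nitrification (2 of 2), assimilatory reduction (3 of 3), dissimilatory reduction (2 of 2), ammonification and assimilation (2 of 2), anammox (2 of 2) and the denitrification genes. The 2 families above WLM after quantile normalization were napA, a periplasmic nitrate reductase, with 0.08 (SE 0.0145, adjusted p = 2.0e-04), and gdh, glutamate dehydrogenase, with 0.06 (SE 0.0145, adjusted p = 0.00278), which differed by -0.11 and -0.10 over detected probes after division by the total. Nitrification genes, which oxidize ammonia, were below WLM as a group after quantile normalization, with -0.08 in FNM (adjusted p = 0.019) and -0.08 in SNJ (adjusted p = 0.029), and their 2 families did not pass singly on that scale. With undetected spots as 0 the group turned to 0.56 (adjusted p = 0.0936) in FNM and 0.34 (adjusted p = 0.835) in SNJ against WLM. In SNJ 0 of the 17 families rose, 2 fell and 15 did not pass against WLM (4 fell when adjusted over the list alone), and 2 rose and 2 fell after quantile normalization. Against FNM 14 rose and 0 fell on the total scale, 0 rose and 2 fell after quantile normalization, and 0 passed with undetected spots as 0.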

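Denitrification genes, which carry the reduction of nitrate to gaseous nitrogen, were detected throughout the 3 forests. They held 1781 of the 3486 kept nitrogen probes, against 572 for nitrogen fixation, 527 for ammonification, 263 for assimilatory reduction and 58 for nitrification. The nitrate reductase gene narG, with 653 probes, was detected in 87.8% of spots in WLM, 88.5% in FNM and 89.0% in SNJ, at mean ln levels of 8.43 ± 0.06, 8.26 ± 0.06 and 8.35 ± 0.03 (SD, n = 10 arrays). The nitrous oxide reductase gene nosZ, with 418 probes, was detected in 84.0%, 84.5% and 84.4% of spots, at 8.14 ± 0.09, 7.99 ± 0.07 and 8.12 ± 0.04. The nitrite reductase genes nirS and nirK, with 330 and 303 probes, were detected in 80.1% and 80.2% of spots in WLM, 83.3% and 81.6% in FNM and 82.8% and 81.8% in SNJ, and the nitric oxide reductase gene norB, with 77 probes, in 85.2%, 87.8% and 87.9%. The median level of all 296 families was 8.18 in WLM, 8.03 in FNM and 8.15 in SNJ, and narG lay above the upper quartile of 8.37 in WLM, 8.22 in FNM and 8.32 in SNJ. All 5 tested denitrification families of the 7 listed fell in FNM against WLM by limma, by 0.15 for nosZ, 0.17 for narG and nirK, 0.21 for nirS and 0.25 for norB, and after quantile normalization 1 of them, norB, passed with -0.08 (SE 0.0232, adjusted p = 0.011). In SNJ, norB was also below WLM, with -0.12 (SE 0.0386, adjusted p = 0.0471) and -0.07 (adjusted p = 0.047) after quantile normalization, but it did not pass with the replicate block (adjusted p = 0.092) and turned to 0.12 (adjusted p = 0.957) with undetected spots as 0. With these, 0 of the 5 families passed between any 2 forests. Levels of different families also reflect the hybridization of their probes, so the array does not rank the copy numbers of genes.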

### Association Networks

To explore possible ecological interactions within members of microbial communities, we generated correlation networks from OTUs data at the same threshold of 0.920. The resulting networks exhibited general topological features including scale free, small world and modularity (**Figure 1**; Supplementary Table S4). Topological properties of FNM and SNJ networks were similar, but distinct from those of the WLM network. The percentage of positive interactions, average connectivity, average path length, average clustering coefficient and transitivity were the lowest in the WLM network, but its modularity was the highest. In general, FNM and SNJ networks were highly connected, with densely connected nodes and longer average path length, which suggested slower response to environmental disturbance (Freedman and Zak, 2015).

**FIGURE 1:**
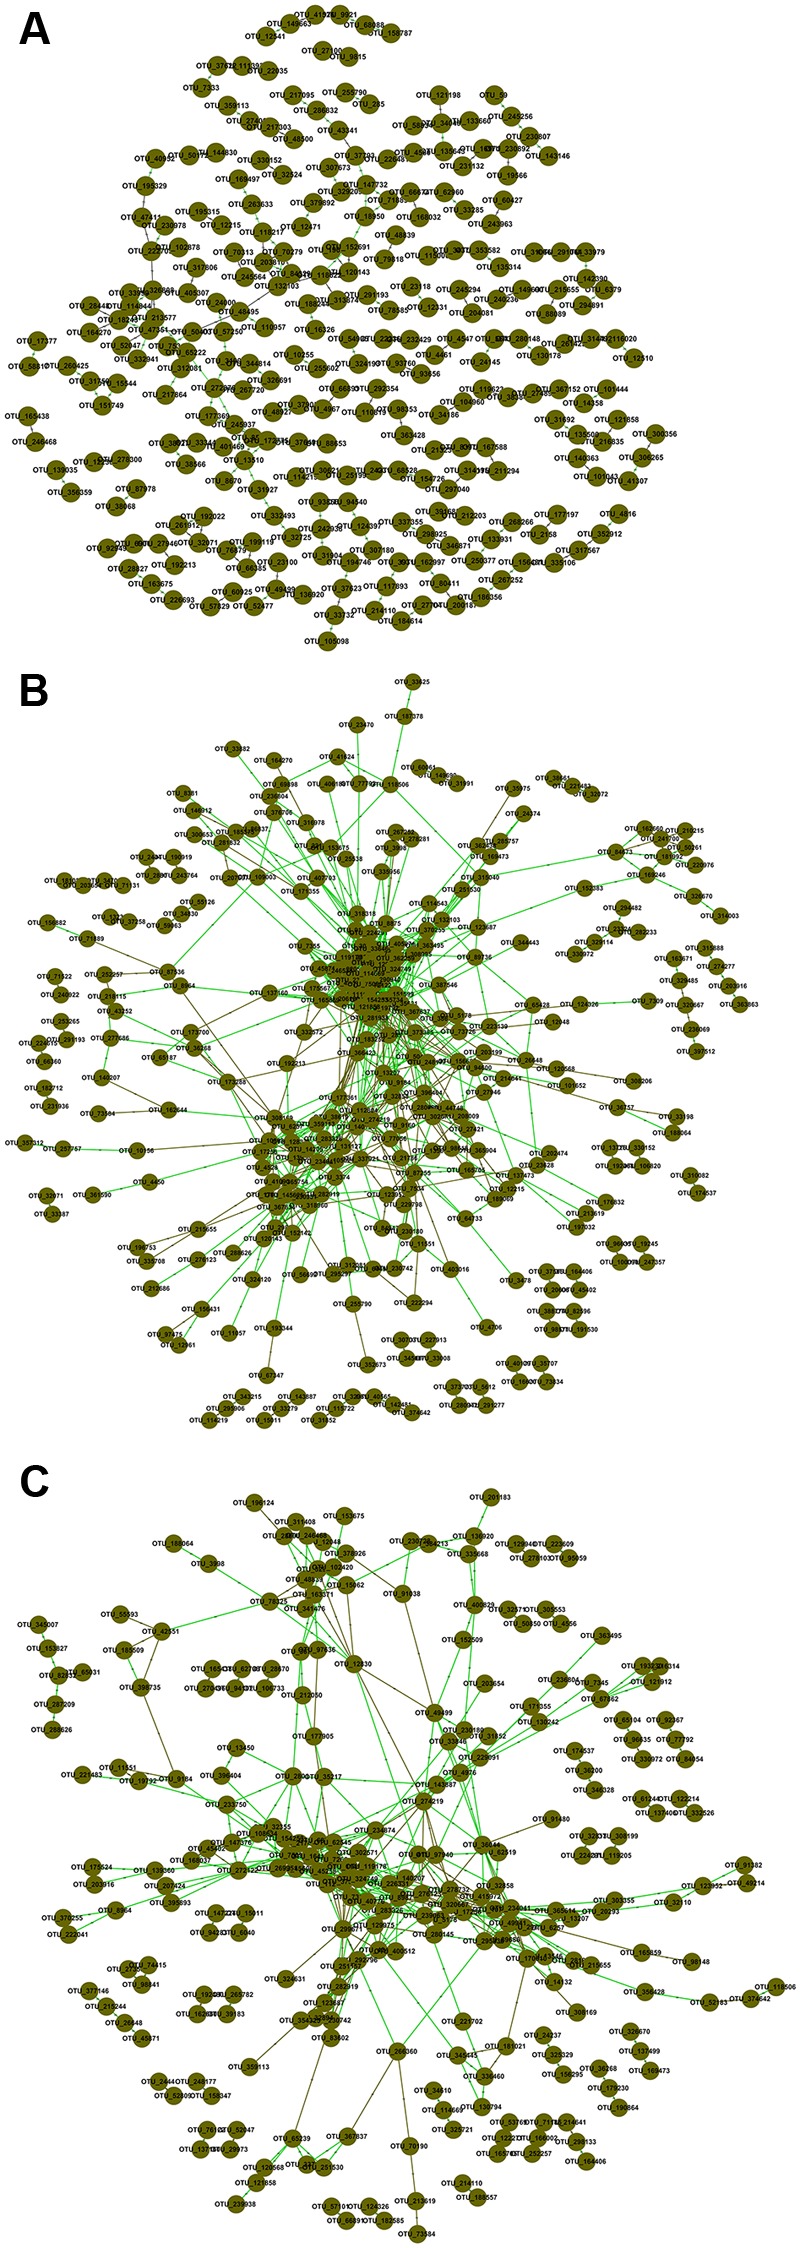
**Association networks of OTU data in (A)** WLM, **(B)** FNM, and **(C)** SNJ. The threshold was determined to be 0.920 based on the random matrix theory (RMT) algorithm. Nodes represent OTUs, green lines represent positive correlations, and brown lines represent negative correlations.

The percentage of links between *Acidobacteria* and *Proteobacteria* OTUs was the highest in the SNJ network (31.85% of negative links and 25.24% of positive links), lower in the FNM network (18.26% of negative links and 22.15% of positive links), but the lowest in the WLM network (5.36% of negative links and 6.67% of positive links) (Supplementary Figure S3). The large percentage of links between *Acidobacteria* and *Proteobacteria* in the FNM and SNJ networks suggested their keystone role in shaping the microbial communities in the subtropical forests, where the soil was acidic and poor in nutrient.

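Each carbon network was built from the 3000 carbon cycling probes with the highest mean among those detected on at least 9 of the 10 arrays of a forest, with a link where Pearson's r of the ln values reached 0.97 in size. Starch degradation supplied the most probes, with amyA, the alpha-amylase gene, holding 721 of the 3000 in WLM, 704 in FNM and 711 in SNJ. Chitinase held 147, 146 and 147 probes, the transketolase gene tktA 121, 134 and 126, and the arabinofuranosidase gene ara 110, 109 and 112. With every probe's values permuted over the arrays, 20 times, the mean number of links was 46 in WLM, 66.6 in FNM and 15.3 in SNJ. The links themselves were not tested, and 10 arrays per forest limit their precision.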

We also generated correlation networks for carbon cycling genes (**Figure 2**). 

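The FNM network joined more probes of amyA than of any other gene, 354 of its 704, against 118 in WLM and 107 in SNJ, and each amyA probe of FNM had 5.53 links on average, against 0.773 and 0.26. Chitinase probes had 5.23 links in FNM, 1.51 in WLM and 0.245 in SNJ, tktA probes 7.56, 1.07 and 0.46, and xylanase probes 4.02, 1.47 and 0.253. The whole carbon network of FNM held 1602 nodes and 8095 links, that of WLM 551 and 1472, and that of SNJ 491 and 388. Average connectivity was 10.1 in FNM, 5.34 in WLM and 1.58 in SNJ, and average clustering coefficient 0.298, 0.2 and 0.104. Positive links made up 92.2%, 89.9% and 79.9%, and the average path length between joined nodes was 6.11, 2.86 and 3.03. Probes of the same gene were joined in 7.61% of the FNM links, against 7.13% for random pairs of its probes. Over the probes of all categories detected on every array of a forest, the first principal component of FNM, with 53.6% of the variance, followed the total signal of the arrays, with |r| = 0.969 (permutation p = 4.0e-05, adjusted p = 2.4e-04 over 6 relations, Spearman's |rho| = 0.806, p = 0.00725, and |r| = 0.913 without the 2 farthest arrays). In SNJ the first component, with 31.1% of the variance, followed the total signal too (|r| = 0.825, permutation p = 0.00164, adjusted p = 0.00246, Spearman's |rho| = 0.806, and |r| = 0.779 without the 2 farthest arrays), and in WLM, with 27.8%, |r| was 0.619 (adjusted p = 0.0577, Spearman's |rho| = 0.648). The component followed the number of detected probes as well, with |r| = 0.869 in FNM (adjusted p = 0.002), 0.914 in SNJ (adjusted p = 0.00195) and 0.772 in WLM (adjusted p = 0.0108). After each probe was regressed on the ln total signal, connectivity was 2.98 in FNM, 4.26 in WLM and 2.42 in SNJ, which turns the order of FNM and WLM. Since the total signal followed the first component most closely in FNM, the regression takes out more shared variation there, whatever its cause. It cannot tell the brightness of the arrays from a difference among the soils. Leaving out sample 10 of each forest raised the ratio of FNM connectivity to the next forest from 1.89 to 3.65.

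**Figure D3:**
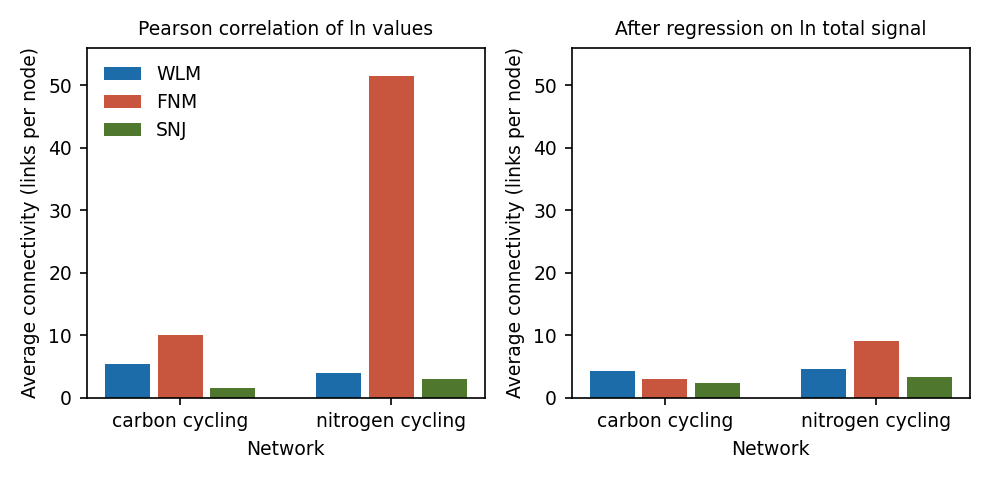
Average connectivity of the carbon and nitrogen networks of each forest, as bars from 0, for ln values and for ln values regressed on the ln total signal of the array. The FNM bars fall from 10.1 to 2.98 in the carbon network and from 51.5 to 9.14 in the nitrogen network. The regression takes out variation that follows the total signal, whatever its cause.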

Interestingly, the functional gene network of FNM samples substantially differed from those of WLM and SNJ samples in terms of the number of nodes, percentage of positive interaction, average connectivity, average clustering coefficient and average path length (Supplementary Table S4). 

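Nitrogen genes of every process were drawn into the FNM network. Of the narG probes in FNM 80.0% were nodes, against 48.6% in WLM and 44.9% in SNJ, with 39.9 links per probe against 1.67 and 1.55. The nitrogenase gene nifH had 82.8% of its probes as nodes in FNM and 45.4 links per probe, against 37.7% and 1.59 in WLM and 37.3% and 1.01 in SNJ, and the urease gene ureC had 40.2, 1.93 and 1.40 links per probe. The genes hao of ammonia oxidation and nrfA of nitrite reduction to ammonium reached 81.3 and 53.8 links per probe in FNM, 1.33 and 1.44 in WLM and 1.53 and 1.69 in SNJ. From 2386 probes at a threshold of 0.94, the FNM network held 1941 nodes and 49986 links, that of WLM 1176 and 2323 from 2530 probes, and that of SNJ 1116 and 1698 from 2660 probes. Connectivity was 51.5, 3.95 and 3.04 in this order, and positive links made up 93.5%, 81.5% and 78.2%. The average path length between joined nodes was 3.77 in FNM, 9.73 in WLM and 7.71 in SNJ. Permuted values gave a mean of 424, 297 and 253 links. After regression on the ln total signal, connectivity was 9.14 in FNM, 4.68 in WLM and 3.41 in SNJ. As for carbon, the regression takes out variation that follows the total signal, whatever its cause.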

We also observed similar patterns of topological properties in nitrogen cycling genes (**Figure 2**; Supplementary Table S4).

**FIGURE 2:**
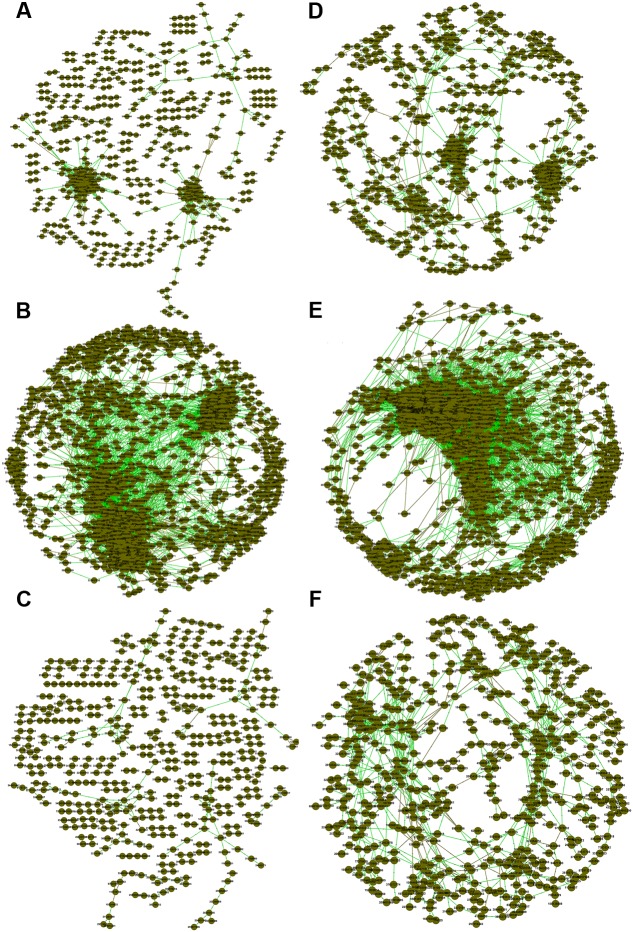
**Association networks of carbon cycling genes in (A)** WLM, **(B)** FNM, and **(C)** SNJ and nitrogen cycling genes in **(D)** WLM, **(E)** FNM, and **(F)** SNJ. The threshold was determined to be 0.970 for carbon cycling genes and 0.940 for nitrogen cycling genes, based on the RMT algorithm. Nodes represent gene probes, green lines represent positive correlations, and brown lines represent negative correlations.

### The Linkages between Microbial Community and Environmental Factors

Partial Mantel tests revealed that soil pH was among the strongest predictor for microbial taxonomic compositions across the forests (**Table 3**), which was consistent with previous studies (Fierer and Jackson, 2006). Although total carbon was rich in the FNM forest, low available phosphorus and nitrate can be limiting factors since partial Mantel tests revealed their significant (*P* < 0.050) linkages with microbial communities. At the functional gene level, soil nitrate and available nitrogen correlated with microbial functional gene structures in FNM samples. However, none of the environmental factors correlated with microbial functional gene structures in WLM or SNJ samples.

**Table 3:** The relationships of microbial community to environmental factors revealed by partial Mantel tests.

	WLM		FNM		SNJ	
	OTUs	Functional genes	OTUs	Functional genes	OTUs	Functional genes
		
	*R*_m_ (*P*)	*R*_m_ (*P*)	*R*_m_ (*P*)	*R*_m_ (*P*)	*R*_m_ (*P*)	*R*_m_ (*P*)
Arbor/shrub Shannon	-0.540 (0.999)	-0.120 (0.942)	0.480 (**0.038**)	0.100 (0.678)	-0.200 (0.930)	0.240 (0.728)
Arbor/shrub species number	-0.450 (0.999)	0.060 (0.617)	-0.040 (0.933)	0.060 (0.769)	0.080 (0.696)	0.230 (0.728)
Arbor/shrubPielous	-0.440 (0.999)	-0.170 (0.942)	0.250 (0.294)	0.000 (0.806)	-0.230 (0.963)	0.140 (0.728)
Arbor/shrub/grass Shannon	-0.500 (0.999)	-0.190 (0.942)	0.260 (0.257)	-0.130 (1.000)	-0.010 (0.696)	0.040 (0.728)
Arbor/shrub/grass species number	-0.440 (0.999)	-0.260 (0.965)	-0.250 (1.000)	-0.140 (1.000)	0.190 (0.542)	0.140 (0.728)
Arbor/shrub/grass Pielous	-0.530 (0.999)	-0.110 (0.942)	0.360 (0.197)	0.100 (0.605)	-0.010 (0.696)	0.080 (0.728)
Soil temperature 10 cm (°C)	-0.450 (0.999)	-0.160 (0.942)	-0.350 (1.000)	-0.270 (1.000)	-0.060 (0.698)	-0.080 (0.834)
pH	0.620 (**0.015**)	0.200 (0.420)	0.880 (**0.004**)	0.640 (**0.083**)	0.900 (**0.025**)	0.040 (0.728)
Water content (%)	0.510 (**0.039**)	0.330 (0.420)	0.610 (**0.007**)	0.500 (0.171)	0.050 (0.696)	0.170 (0.728)
Organic carbon (g/kg)	0.620 (**0.008**)	0.230 (0.420)	0.630 (**0.004**)	0.200 (0.408)	-0.000 (0.696)	-0.020 (0.728)
Total nitrogen (g/kg)	0.740 (**0.008**)	0.060 (0.617)	0.760 (**0.004**)	0.380 (0.140)	0.110 (0.679)	-0.010 (0.728)
NH_4_^+^ (mg/kg)	0.050 (0.630)	-0.200 (0.942)	-0.170 (1.000)	-0.260 (1.000)	-0.040 (0.696)	0.180 (0.728)
NO_3_^-^ (mg/kg)	0.460 (**0.029**)	0.080 (0.617)	0.830 (**0.004**)	0.640 (**0.083**)	-0.090 (0.698)	-0.210 (0.929)
Available nitrogen (mg/kg)	0.580 (**0.017**)	0.120 (0.617)	0.790 (**0.004**)	0.750 (**0.05**)	-0.030 (0.696)	0.020 (0.728)
Total potassium (g/kg)	0.030 (0.630)	-0.180 (0.942)	-0.190 (1.000)	-0.250 (1.000)	-0.050 (0.696)	-0.220 (0.929)
Total sulfur (g/kg)	0.620 (**0.008)**	0.080 (0.617)	-0.540 (1.000)	-0.320 (1.000)	0.340 (0.256)	0.010 (0.728)
Total phosphorus (g/kg)	0.700 (**0.013)**	0.070 (0.617)	-0.330 (1.000)	-0.350 (1.000)	-0.320 (0.983)	-0.020 (0.728)
Available phosphorus (mg/kg)	0.420 (**0.039**)	0.200 (0.420)	-0.060 (0.933)	-0.280 (1.000)	0.370 (0.242)	0.040 (0.728)

*P < 0.05 is shown in bold.*

### Correlations between Microbial Taxonomy and Functional Genes

Functional redundancy is the degree to which different organisms execute similar function (Rosenfeld, 2002), or the capacity to remain functionally stabilized upon the loss of organisms (Nyström, 2006). A measure of functional redundancy was the correlation between taxonomic and functional gene diversities (Fierer et al., 2013). 

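Functional gene composition varied most among the FNM samples. The Bray-Curtis dissimilarity of the functional genes, the functional side of the correlations, averaged 0.102 ± 0.0422 over the 45 pairs of FNM arrays (SD, range 0.0256 to 0.177), 0.0629 ± 0.0173 in WLM (range 0.0271 to 0.095) and 0.0475 ± 0.0123 in SNJ (range 0.0221 to 0.0657). With presence and absence only, the means were 0.0925, 0.0610 and 0.0445 in this order, so the dissimilarity rests largely on which spots were detected. Over probes detected on all 30 arrays they were 0.0205, 0.00998 and 0.00889. The 45 pairs of a forest share arrays, so the test permuted arrays, not pairs. The distance of an array to its forest's centroid was 0.0245 greater in FNM than in WLM (permutation p = 0.0603), 0.0358 greater in FNM than in SNJ (p = 0.0079) and 0.0113 greater in WLM than in SNJ (p = 0.0287). Without the 3 brightest FNM arrays the FNM mean was 0.058, and the distance to the centroid did not pass over the 3 forests (F = 1.65, p = 0.212), between FNM and WLM (p = 0.435) or between SNJ and FNM (p = 0.520), while that of SNJ was still 0.0112 smaller than that of WLM (p = 0.0284). These 3 arrays were also the FNM arrays farthest from the centroid, so leaving them out lowers the spread whatever its cause. The taxonomic dissimilarities come from sequencing and were not analysed here.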

Correlations between the taxonomic and functional β-diversity were strong in FNM samples (*R*= 0.616, *P*< 0.001) but much weaker in WLM (*R*= 0.270, *P*< 0.001) and SNJ samples (*R*= 0.126, *P*< 0.001) (**Figure 3**), reflecting low functional redundancy in FNM. Further correlations between dissimilarity of abundant phylum and functional genes were also similar. One possible explanation is the shift from generalist species (possessing functional genes shared by many species, which is numerous in taxa such as *Alphaproteobacteria*) to specialist species (possessing specialized functional genes, which is numerous in taxa such as *Acidobacteria*), which results in an increase in functional diversity (Yergeau et al., 2012). We also observed strong and positive correlations (*R*= 0.871, *P*< 0.001) between the plant and microbial taxonomic α-diversity in FNM samples but weak correlations in WLM (*R*= 0.293, *P*< 0.001) and SNJ samples (*R*= 0.165, *P*< 0.001) (Supplementary Figure S4). Therefore, an alternative explanation is the influence of plant, which showed the highest α-diversity in FNM samples (Supplementary Table S1). At local scales, plant diversity, i.e., species and functional group richness, was previously shown to be the most important plant community property affecting soil microorganisms through root derived resources (Eisenhauer et al., 2011). Plant diversity could also stabilize belowground processes, possibly due to more consistent plant derived belowground inputs (Milcu et al., 2010). Specifically, plant exudate could release carbon substrate and stimulate microbial activity (Paterson, 2003; Mitchell et al., 2012; Pritchard et al., 2014). The excess of available carbon can lead to progressive available nitrogen limitation (Merckx et al., 1987). As a consequence, we found that available nitrogen showed the strongest linkages with both taxonomic and functional gene structures in FNM samples (*R* > 0.750, *P* < 0.050, **Table 3**), which could result in correlation between taxonomic and functional gene structures (**Figure 3**).

**FIGURE 3:**
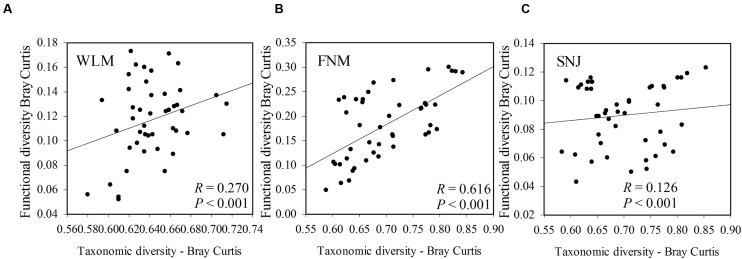
**The correlations between taxonomic and functional diversity in(A)** WLM, **(B)** FNM, and **(C)** SNJ samples. Bray–Curtis distances among samples were calculated and plotted to generate Pearson correlation values.

Low functional redundancy could lead to ecological consequences in system’s resistance to environmental changes. Notably, the FNM network of nitrogen cycling genes did not exhibit a modular structure (Supplementary Table S4; values < 0.4 suggest that the network is non-modular; Newman, 2006). 

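The FNM network of nitrogen genes linked 404 probes of narG, 299 of nifH, 225 of nosZ and 224 of ureC. Fast greedy modularity was 0.314 in FNM, 0.816 in WLM and 0.807 in SNJ. Links joined probes of the same gene in 11.2% of cases in FNM, against 11.5% for random pairs of its probes, and probes of the same nitrogen process in 32.0%, against 33.1%. In SNJ the corresponding shares were 13.3% against 11.3% and 34.5% against 32.9%. The FNM value was 0.538 with an undetected spot of a probe set to 0, and 0.623 after regression on the ln total signal, and it stayed between 0.258 and 0.387 with each array left out in turn. The paper takes values below 0.4 as non-modular and proposes that low functional redundancy has consequences for the resistance of the system to environmental changes.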

*Verrucomicrobia*, a relatively slow-growing taxon thriving in environments with limited nutrients, showed the strongest correlations with functional genes (Supplementary Table S5). This phylum was reported to drive the biogeographical patterns in prairie soils, which were associated with strong shifts in carbon dynamics (Fierer et al., 2013). Specifically, *Verrucomicrobia* (6.9% of total OTUs at WLM, 11.9% of total OTUs at FNM and 12.3% of total OTUs at SNJ, **Figure 4** and Supplementary Figure S5) correlated with various genes associated with carbon degradation and nitrogen metabolism (Supplementary Table S6), verifying recent observations in *Verrucomicrobia* metabolisms (Fierer et al., 2013).

**FIGURE 4:**
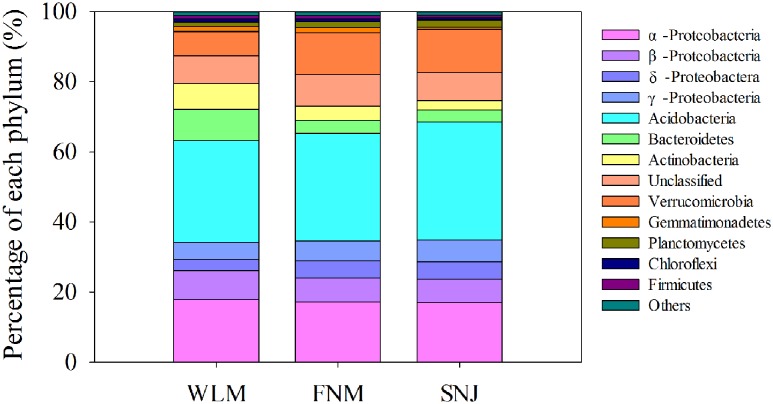
**Comparison of the taxonomic distribution of the most important phyla among the WLM, FNM, and SNJ forests**.

### Projection

Global climate warming has caused climate range shift toward poles (Camille and Gary, 2003). Using a strategy of space-for-time substitution, we predict that poleward shift of the subtropical climate will decrease total organic carbon, total and available nitrogen and phosphorus contents in FNM and WLM soils (Supplementary Table S1). This prediction falls into a much bigger picture predicted by simulations included in the IPCC fourth assessment report that nitrogen is a primary limiting nutrient in subtropical and tropical terrestrial ecosystems, and the capacity of the terrestrial biosphere to store anthropogenic carbon emissions is diminishing over the 20th and 21st centuries as climate changes (Menon et al., 2007).

Based on our analyses of microbial taxonomic and functional traits, we found that soil microbial community in subtropical forests showed lower taxonomic diversities than temperate forests and shifted from phylogenetic over dispersion to clustering, probably as a consequence of environmental filtering of soil acidification and loss of nutrients. However, considering the importance of fungi and Archaea in mediating underground processes in forests (Stursova et al., 2014), it needs further investigation into soil fungal and Archaeal community to better understand the responses of forests to environmental changes. Given strong metabolic flexibility and adaptability of soil microbial communities (Bardgett and Van Der Putten, 2014), a time-series period experiment would be necessary to examine whether warming will exert permanent effects on microbial communities and other components in biosphere (Lau and Lennon, 2011).

## Data Accession

High-throughput sequencing can be found at NCBI database by the accession number SRP095499 (https://www.ncbi.nlm.nih.gov/sra/?term=SRP095499). GeoChip data can be found at NCBI databases by the accession number GSE92233 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92233).

## Author Contributions

SY and YZ analyzed data and wrote paper and contributed equally to this work. YZ, JZ, and YY designed the experiment and supervised all work. CY and TY contributed to Illumina sequencing and GeoChip experiments. HL, JC, and DL collected sample and measured environmental parameters. MW, MZ, CX, and BG contributed to final revision of the manuscript.

## Conflict of InterestStatement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://zhoulab5.rccc.ou.edu:8080/

# Supplementary material for: Variations of Soil Microbial Community Structures Beneath Broadleaved Forest Trees in Temperate and Subtropical Climate Zones
**Source:** Front Microbiol. 2017 Feb 10;8:200. doi: 10.3389/fmicb.2017.00200
**Supplement:** Supplementary file 1

Supplementary materials

Analyses of microbial community taxonomic and functional traits in broadleaved forest soils reveal potential consequences of range shifts by warming

Sihang Yang^1,2,†^, Yuguang Zhang^1,†^, Jing Cong^1,3,4^, Mengmeng Wang^2^, Mengxin Zhao^2^, Hui Lu^1^, Changyi Xie^2^, Caiyun Yang^5^, Tong Yuan^5^, Diqiang Li^1^, Jizhong Zhou^2,5,6^ , Baohua Gu^7^ and Yunfeng Yang^2,*^

^†^These authors contributed equally to this work.

## Supplementary data

## Table list:

**Table S1** Environmental factors in the WLM, FNM and SNJ forests.

**Table S2** α-diversities of sequencing and GeoChip data sets.

**Table S3** Average relative abundances of overall carbon functional groups, carbon fixation genes, methane cycling genes, carbon degradation genes, and nitrogen cycling genes.

**Table S4** Topology properties of networks and random networks. To generate reliable correlations, we removed OTUs or functional genes detected in less than nine out of ten replicates collected in each mountain. As quantitative measurement of abundant genes was more accurate than those of rare genes, we used the most abundant 3,000 genes associated with carbon cycling for network reconstruction.

**Table S5** R values of correlations between phyla and functional dissimilarities in three forests.

**Table S6** R values of correlations between functional gene categories and Verrucomicrobia taxonomic dissimilarities in three forests.

**Table S1** Environmental factors in the WLM, FNM and SNJ forests.

| Environmental factors (unit) | WLM^a^ | FNM | SNJ |
| --- | --- | --- | --- |
| **Aboveground vegetation** | |  |  |
| Arbor and shrub Shannon | 1.327b^b^ | 2.161a | 2.139a |
| Arbor and shrub species number | 7.900c | 17.600b | 28.500a |
| Arbor and shrub Pielous | 0.638b | 0.648b | 0.758a |
| Arbor, shrub and grass Shannon | 2.170a | 2.491a | 2.240a |
| Arbor, shrub and grass species number | 20.800c | 28.800b | 37.300a |
| Arbor, shrub and grass Pielous | 0.623b | 0.715ab | 0.748a |
| **Climate-related factors** | |  |  |
| Soil Temperature_10cm (^o^C) | 0.715ab | 0.748a | 0.623b |
| Mean Air Temperature (^o^C) | 5.840c | 6.400b | 9.500a |
| Mean Temperature Warmest quarter (^o^C) | 17.540b | 16.900c | 19.100a |
| Mean Temperature Wettest quarter (^o^C) | 16.040b | 15.700c | 18.300a |
| Annual Precipitation (mm) | 558.800c | 976.000b | 1234.000a |
| Precipitation Warmest quarter (mm) | 312.400c | 467.000b | 520.000a |
| Precipitation Wettest quarter (mm) | 329.800c | 484.000b | 532.000a |
| **Soil geochemical factors** | |  |  |
| pH | 6.98a | 5.01b | 5.35b |
| Water content (%) | 30.003b | 27.772b | 48.654a |
| Organic C (g kg^-1^) | 55.277a | 55.365a | 29.138b |
| Total N (g kg-1) | 4.350a | 3.883a | 1.924b |
| NH_4_^+^ (mg kg^-1^) | 12.642c | 30.820a | 19.539b |
| NO_3_^-^ (mg kg^-1^) | 34.040a | 8.207b | 9.438b |
| Available N (mg kg^-1^) | 322.608a | 269.007a | 183.532b |
| Total K (g kg^-1^) | 2.754b | 2.002c | 3.837a |
| Total S (g kg^-1^) | 0.682a | 0.643a | 0.545a |
| Total P (g kg^-1^) | 0.526a | 0.459a | 0.231b |
| Available P (mg kg^-1^) | 35.601a | 7.060b | 3.300b |
| α-Proterbacteria to Acidobacteria ratio | 0.616a | 0.560b | 0.505c |

Abbreviations: C, carbon; N, nitrogen; K, potassium; S, sulfur; P, phosphorus.

^a^WLM: soil located in Shanxi Province, temperate zone; FNM: soil located in Henan Province, the boundary between temperate and subtropical zones; SNJ: soil located in Hubei Province, subtropical zone.

^b^Values in the table are the mean values of ten replicates. Letters behind the values indicate significant differences (*P* < 0.050) among different sites, as determined by one-way analysis of variance in the SPSS. If one site shares a letter with another site, the difference between these two sites is insignificant (*P* > 0.050).

**Table S2** α-diversities of sequencing and GeoChip data sets.

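The GeoChip part of Table S2 summarizes each array by the number of probes detected (richness), by the Shannon index of their ln values, and by evenness, the Shannon index over its maximum for that richness. Recomputed from the intensities, the Shannon index was 9.99 ± 0.0599 in WLM, 10.01 ± 0.0988 in FNM and 10.02 ± 0.0384 in SNJ (SD, n = 10 arrays), and did not pass a permutation test over the forests (p = 0.751). Evenness was 0.99907 in WLM, 0.99881 in FNM and 0.99904 in SNJ, and the difference passed (permutation p = 2.5e-04), with FNM below WLM and below SNJ (adjusted p = 0.0035 for both) and no call between SNJ and WLM (adjusted p = 0.315). It did not pass with probes detected on at least 9 of 10 arrays (p = 0.0728). Quantile normalization gives the detected values the same distribution on every array, so p = 0.737 on that scale was nearly fixed in advance. Without the natural logarithm the difference passed (permutation p = 5.0e-05), with SNJ also below WLM (adjusted p = 9.9e-04). It passed with no filter on probes too (permutation p = 9.7e-04). The 20 brightest probes held 5.31 ± 0.532% of the signal of an array in WLM (median 5.44%), 6.28 ± 1.78% in FNM (median 5.40%) and 5.59 ± 0.381% in SNJ (median 5.50%), and the FNM mean rests on samples 7, 9 and 10, with 8.98%, 8.74% and 8.53%.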

|  | Richness | Shannon diversity | Pielous's evenness |
| --- | --- | --- | --- |
| **OTUs** |  |  |  |
| WLM^a^ | 8782a^b^ | 8.215a | 0.905a |
| FNM | 8818a | 8.167ab | 0.899ab |
| SNJ | 8050a | 7.895b | 0.879b |
| **Functional genes** | |  |  |
| WLM | 22140.5a | 9.966a | 0.996a |
| FNM | 22600.5a | 9.983a | 0.996a |
| SNJ | 22653.9a | 9.991a | 0.996a |

^a^WLM: soil located in Shanxi Province, temperate zone; FNM: soil located in Henan Province, the boundary between temperate and subtropical zones; SNJ: soil located in Hubei Province, subtropical zone.

^b^Values in the table are the mean values of ten replicates. Letters behind the values indicate significant differences (*P* < 0.050) among different sites, as determined by one-way analysis of variance in the SPSS. If one site shares a letter with another site, the difference between these two sites is insignificant (*P* > 0.050).

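Table S3 gives the average ln level of gene groups and genes in each forest, with letters from one-way analysis of variance. Of its 49 gene names 47 belong to families that could be tested. Over the probes detected on each array, 43 of these 47 fell, 1 rose and 3 did not pass in FNM against WLM, also adjusted over the list alone, 4 fell, 6 rose and 37 did not pass after quantile normalization, and 0 fell and 5 rose with undetected spots as 0. Table S3 comes from the same samples, so the count is not independent evidence of a direction. Between SNJ and WLM 2 fell and 45 did not pass (0 fell when adjusted over the list alone), and after quantile normalization 3 rose and 3 fell. Between SNJ and FNM 37 rose and 10 did not pass, while 5 rose and 4 fell after quantile normalization and 1 rose and 3 fell with undetected spots as 0. The carbon degradation group stood at 8.22 ± 0.10 in WLM, 8.05 ± 0.06 in FNM and 8.17 ± 0.03 in SNJ (SD, n = 10 arrays), the carbon fixation group at 8.22 ± 0.09, 8.06 ± 0.06 and 8.17 ± 0.04, and the methane group at 7.91 ± 0.11, 7.70 ± 0.10 and 7.87 ± 0.04. With undetected spots as 0 the 3 groups differed between FNM and WLM by 0.05, -0.02 and 0.03 (adjusted p = 0.994 for each). Of the methane genes, 2 of 2 oxidation families and 1 of 1 production family fell in FNM against WLM, and 0 of the 3 passed after quantile normalization. In the camphor group, camDCAB differed by 0.09 between FNM and WLM (SE 0.113, adjusted p = 0.493), and by -0.62 (SE 0.295, adjusted p = 0.191) with undetected spots as 0.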

**Table S3** Average relative abundances of overall carbon functional groups, carbon fixation genes, methane cycling genes, carbon degradation genes, and nitrogen cycling genes.

^a^WLM: soil located in Shanxi Province, temperate zone; FNM: soil located in Henan Province, the boundary between temperate and subtropical zones; SNJ: soil located in Hubei Province, subtropical zone.

^b^Values in the table are the mean values of ten replicates. Letters behind the values indicate significant differences (*P* < 0.050) among different sites, as determined by one-way analysis of variance in the SPSS. If one site shares a letter with another site, the difference between these two sites is insignificant (*P* > 0.050)

**Table S4** Topology properties of networks and random networks. To generate reliable correlations, we removed OTUs or functional genes detected in less than nine out of ten replicates collected in each mountain. As quantitative measurement of abundant genes was more accurate than those of rare genes, we used the most abundant 3,000 genes associated with carbon cycling for network reconstruction.

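In Table S4 a node is a probe with at least 1 link, average connectivity is the mean number of links per node, and modularity compares links within modules with those a random network of the same degrees would hold. Carbon modularity was 0.651 in FNM, 0.576 in WLM and 0.965 in SNJ. Averaged over all pairs of nodes, with pairs that are not joined counted as 0, the path length was 3.30 in FNM, 0.185 in WLM and 0.0376 in SNJ for carbon genes, and 3.34, 2.06 and 2.31 for nitrogen genes. With probes detected on all 10 arrays of a forest, the nitrogen networks held 1512 nodes in FNM, 970 in WLM and 960 in SNJ.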

| **Networks** | **OTUs** | | | **Carbon cycling** | | | **Nitrogen cycling** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **WLM** | **FNM** | **SNJ** | **WLM** | **FNM** | **SNJ** | **WLM** | **FNM** | **SNJ** |
| number of original genes^a^ | 1125 | 759 | 684 | 3000 | 3000 | 3000 | 2300 | 1956 | 2478 |
| similarity threshold | 0.92 | 0.92 | 0.92 | 0.97 | 0.97 | 0.97 | 0.94 | 0.94 | 0.94 |
| network size(n)^b^ | 264 | 314 | 255 | 547 | 1574 | 497 | 972 | 1509 | 961 |
| R square of scale free | 0.97 | 0.91 | 0.92 | 0.76 | 0.86 | 0.91 | 0.83 | 0.77 | 0.91 |
| Modulariy | 0.94 | 0.55 | 0.66 | 0.57 | 0.64 | 0.96 | 0.81 | 0.32 | 0.82 |
| Avg connectivity(avgK) | 1.42 | 5.1 | 3.44 | 5.56 | 11.02 | 1.58 | 4.13 | 46.31 | 2.93 |
| Avg clustering coefficient (avgCC) | 0.07 | 0.23 | 0.21 | 0.22 | 0.3 | 0.1 | 0.21 | 0.43 | 0.18 |
| Avg path length (GD)^c^ | 0.34 | 2.23 | 2 | 0.16 | 3.44 | 0.04 | 2.27 | 4.41 | 2.28 |
| Transitivity (Trans) | 0.22 | 0.41 | 0.33 | 0.62 | 0.45 | 0.36 | 0.61 | 0.54 | 0.34 |
| Percentage of positive links (%) | 60.4 | 76.1 | 72.9 | 91.4 | 94.1 | 80.1 | 89.1 | 90.6 | 81.6 |
| **Random networks** |  |  |  |  |  |  |  |  |  |
| Avg clustering coefficient (avgCC) | 0.004 ± 0.002 | 0.050 ± 0.008 | 0.027 ± 0.007 | 0.073 ± 0.006 | 0.034 ± 0.002 | 0.003 ± 0.002 | 0.026 ± 0.003 | 0.194 ± 0.004 | 0.005 ± 0.002 |
| Avg path length (GD)^c^ | 0.187 ± 0.130 | 3.153 ± 0.140 | 3.417 ± 0.200 | 2.802 ± 0.115 | 3.192 ± 0.043 | 1.446 ± 0.456 | 3.360 ± 0.106 | 2.572 ± 0.020 | 4.043±0.144 |
| Transitivity (Trans) | 0.004 ± 0.007 | 0.087 ± 0.006 | 0.049 ± 0.008 | 0.177 ± 0.007 | 0.055 ± 0.001 | 0.005 ± 0.006 | 0.062 ± 0.003 | 0.248 ± 0.001 | 0.011 ± 0.002 |

^a^The number of genes originally used for network construction using the RMT-based algorithm.

^b^The number of genes (i.e., nodes) in a network.

^c^GD, geodesic distance.

**Table S5** *R* values of correlations between phyla and functional dissimilarities in three forests.

| Phylum | Correlations with functional dissimilarity | | |
| --- | --- | --- | --- |
|  | WLM | FNM | SNJ |
| *Verrucomicrobia* | 0.206 | 0.725 | 0.206 |
| *Planctomycetes* | 0.048 | 0.622 | 0.046 |
| *Actinobacteria* | 0.280 | 0.603 | 0.217 |
| *Acidobacteria* | 0.233 | 0.592 | 0.110 |
| *Proteobacteria* | 0.234 | 0.579 | 0.110 |
| *Unclassified* | 0.282 | 0.550 | 0.214 |
| *Crenarchaeoa* | 0.348 | 0.544 | 0.367 |
| *Firmicutes* | 0.199 | 0.497 | 0.035 |
| *Bacteriadetes* | 0.197 | 0.455 | 0.334 |
| *Nitrospira* | 0.003 | 0.359 | 0.293 |
| *Chloroflexi* | 0.010 | 0.334 | 0.046 |
| *Armatimoadetes* | 0.142 | 0.233 | 0.017 |
| *Gemmaproteobacteria* | 0.170 | 0.220 | 0.135 |
| *WS3* | 0.151 | 0.141 | 0.410 |
| *OD1* | 0.005 | 0.073 | 0.079 |
| *Chlamydiae* | 0.222 | 0.071 | 0.113 |

**Table S6** *R* values of correlations between functional gene categories and *Verrucomicrobia* taxonomic dissimilarities in three forests.

| Gene Category | Correlation with *Verrucomicrobia* dissimilarity | | |
| --- | --- | --- | --- |
|  | WLM | FNM | SNJ |
| starch | 0.196 | 0.645 | 0.244 |
| hemicellulose | 0.090 | 0.635 | 0.178 |
| cellulose | 0.227 | 0.730 | 0.196 |
| pectin | 0.122 | 0.718 | 0.191 |
| chitin | 0.191 | 0.570 | 0.200 |
| aromatic | 0.229 | 0.732 | 0.193 |
| lignin | 0.175 | 0.716 | 0.135 |
|  |  |  |  |
| ammonification | 0.202 | 0.747 | 0.311 |
| annamox | 0.107 | 0.554 | 0.084 |
| nitrogen assimilation | 0.040 | 0.468 | 0.238 |
| assimilatory nitrogen reduction | 0.232 | 0.678 | 0.273 |
| denitrification | 0.270 | 0.693 | 0.114 |
| dissimilatory nitrogen reduction | 0.230 | 0.771 | 0.044 |
| nitrification | 0.148 | 0.625 | 0.191 |
| nitrogen fixation | 0.165 | 0.779 | 0.157 |

## Figure list:

**Fig. S1** Detrended correspondence analysis (DCA) of microbial community based on (A) high-throughput sequencing data and (B) GeoChip data. The values for Axes 1 and 2 are percentages of variation attributed to the corresponding axis.

**Fig. S2** Heatmap showing the total relative abundances of the most unevenly distributed and most abundant OTUs in three forests.

**Fig. S3** Comparison of the positive (left panel) and negative (right panel) linkages of the association networks constructed from the WLM, FNM and SNJ forests.

**Fig. S4** Comparison of the taxonomic distribution of the most important phyla among the WLM, FNM and SNJ forests.

**Fig. S5** Average relative abundances of different phyla, normalized to the abundance of every probe. All data are presented as mean ± s.e. calculated from biological triplicated. Significant (P < 0.050) difference among sites are indicated by alphabetic letters above the bars.

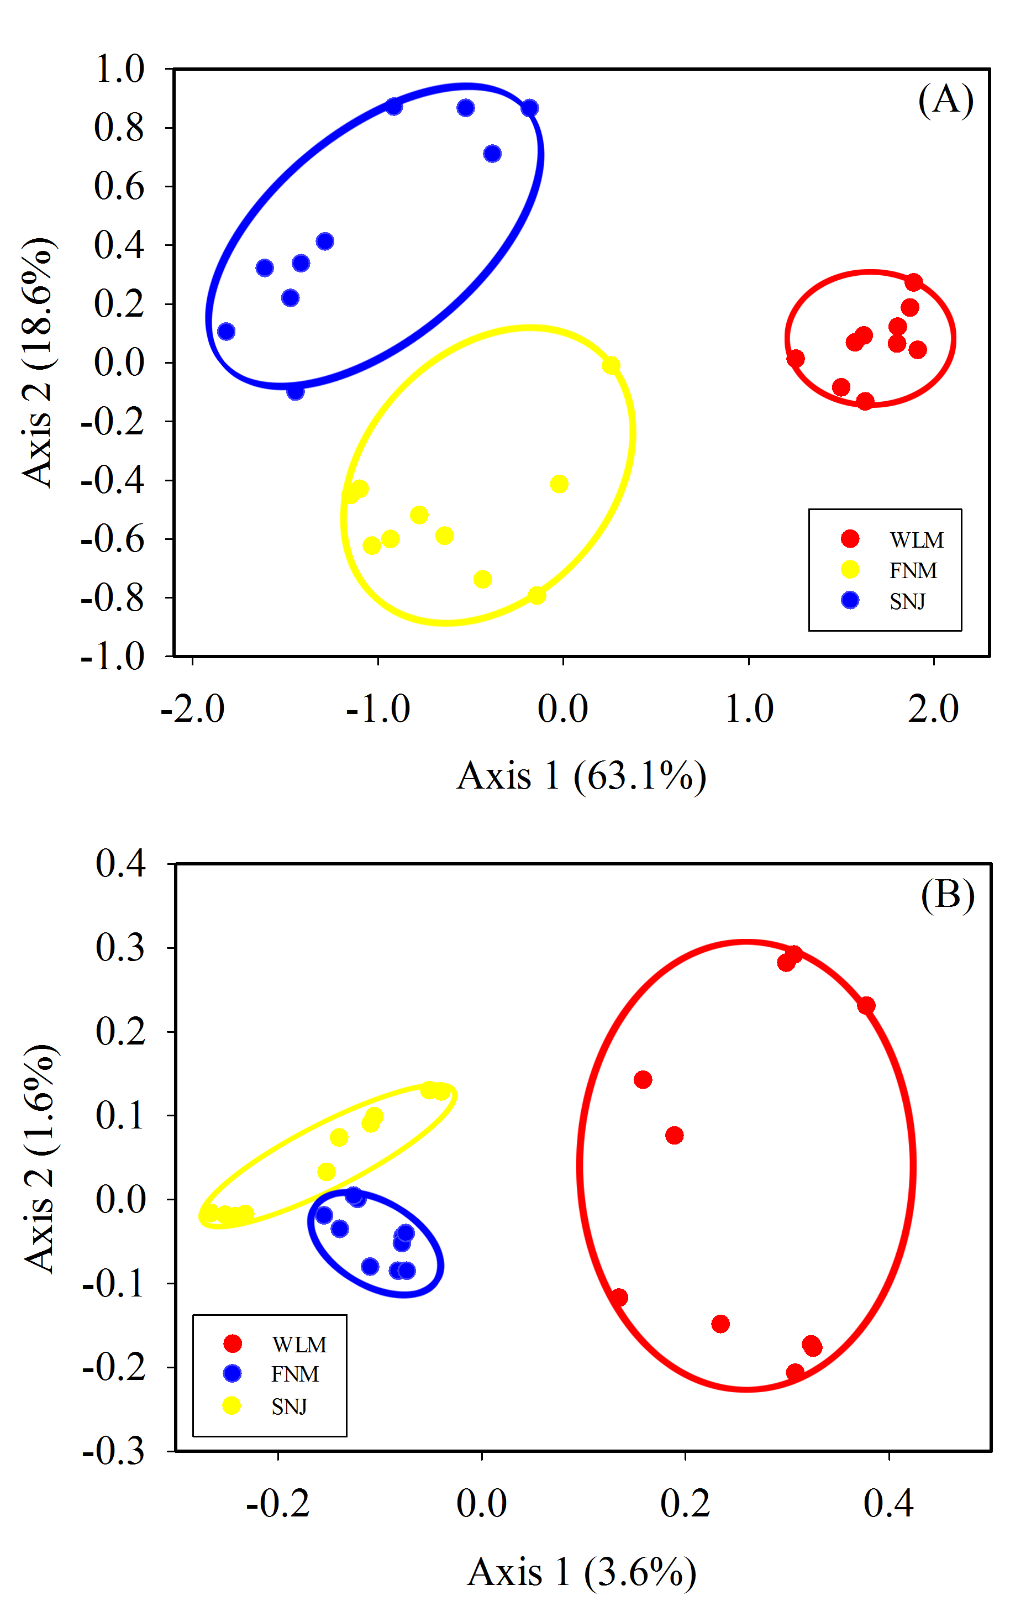

**Fig. S1** Detrended correspondence analysis (DCA) of microbial community based on (A) high-throughput sequencing data and (B) GeoChip data. The values for Axes 1 and 2 are percentages of variation attributed to the corresponding axis.

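Detrended correspondence analysis places arrays by the composition of their ln values. On the first axis FNM arrays lay at 0.267 ± 0.0812 (SD, n = 10), WLM arrays at -0.158 ± 0.0842 and SNJ arrays at -0.103 ± 0.0303. All FNM arrays lay above those of the other forests there, while the SNJ range (-0.154 to -0.0727) lay inside that of WLM (-0.265 to -0.0388). On the second axis all 3 forests overlapped, with 0.0191 ± 0.205 for FNM, 0.0472 ± 0.0632 for WLM and -0.0447 ± 0.033 for SNJ. These means hide a division by sample number within FNM and WLM. FNM samples 1 to 5 lay at -0.208 to -0.118 and samples 6 to 10 at 0.075 to 0.291. WLM samples 1 to 4 lay at -0.0210 to -0.0173 and samples 5 to 10 at 0.0317 to 0.129. The same WLM sets lay apart on the first axis too, at -0.265 to -0.231 and at -0.151 to -0.0388, while those of FNM overlapped there. SNJ showed no such division, and its cause in the other forests was not tested. The eigenvalues were 0.0363 and 0.0164, which is 22.4% and 10.2% of the total inertia. The array nearest in Bray-Curtis dissimilarity was from the same forest for 10 of 10 arrays in each of the 3 forests. The filter on arrays per forest came before this and draws arrays of the same forest together.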

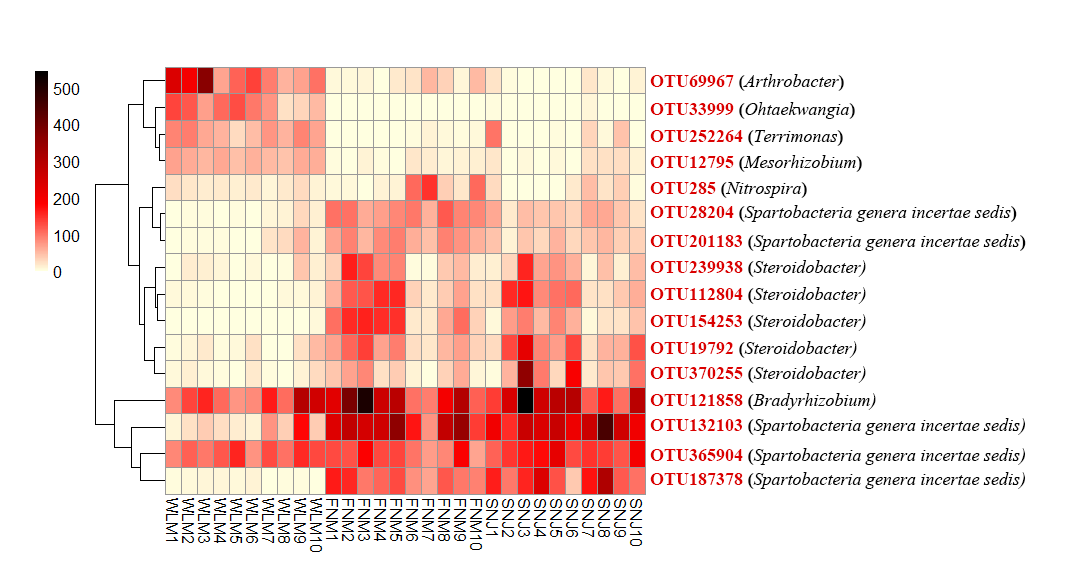

**Fig. S2** Heatmap showing the total relative abundances of the most unevenly distributed and most abundant OTUs in three forests.

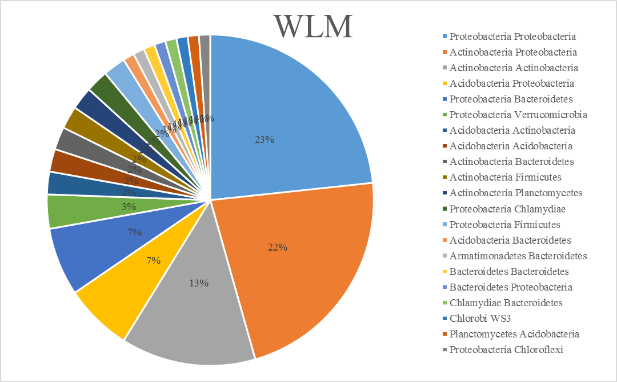

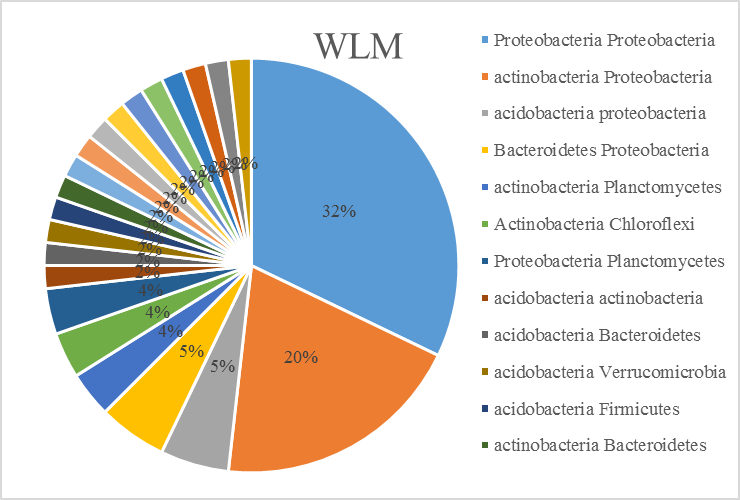

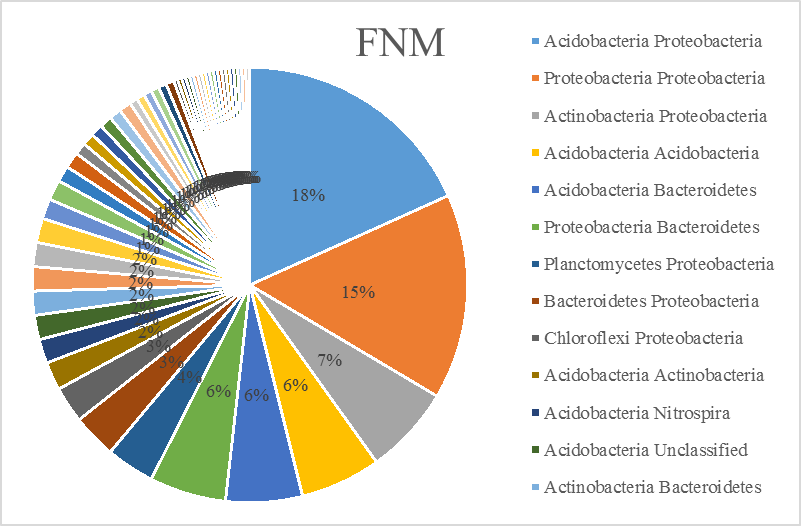

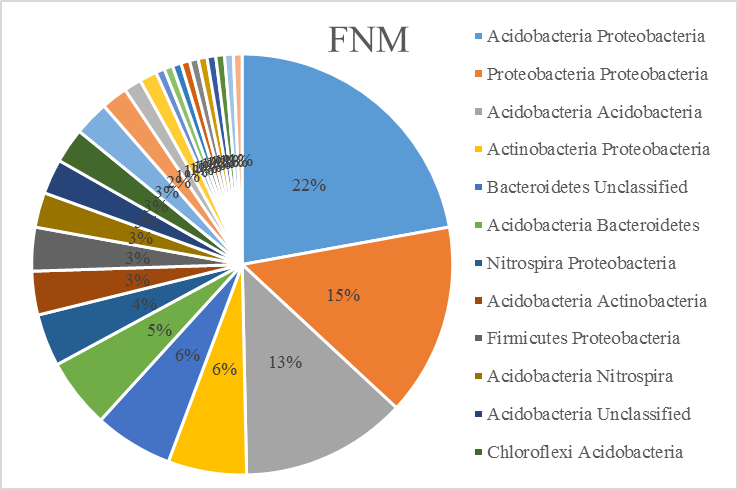

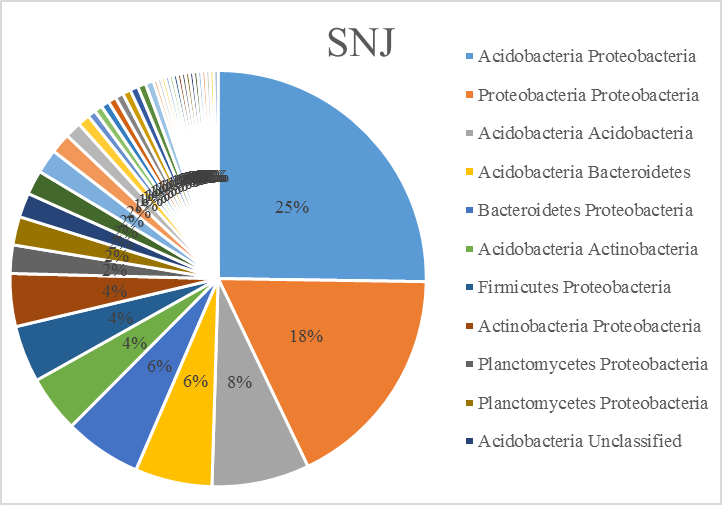

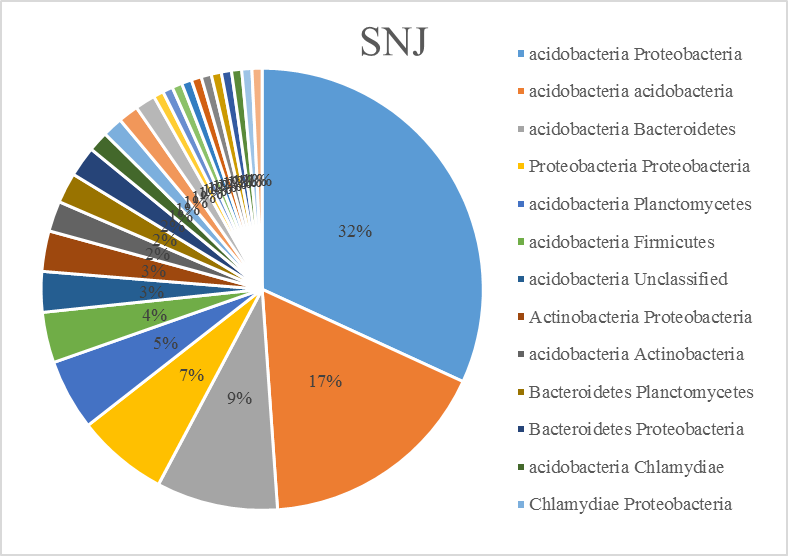

**Fig. S3** Comparison of the positive (left panel) and negative (right panel) linkages of the association networks constructed from the WLM, FNM and SNJ forests.

**

**

**Fig. S4** The correlations between plant and microbial taxonomic α-diversity in WLM, FNM and SNJ samples. Shannon indexes were calculated and plotted to generate Pearson correlation values.

**
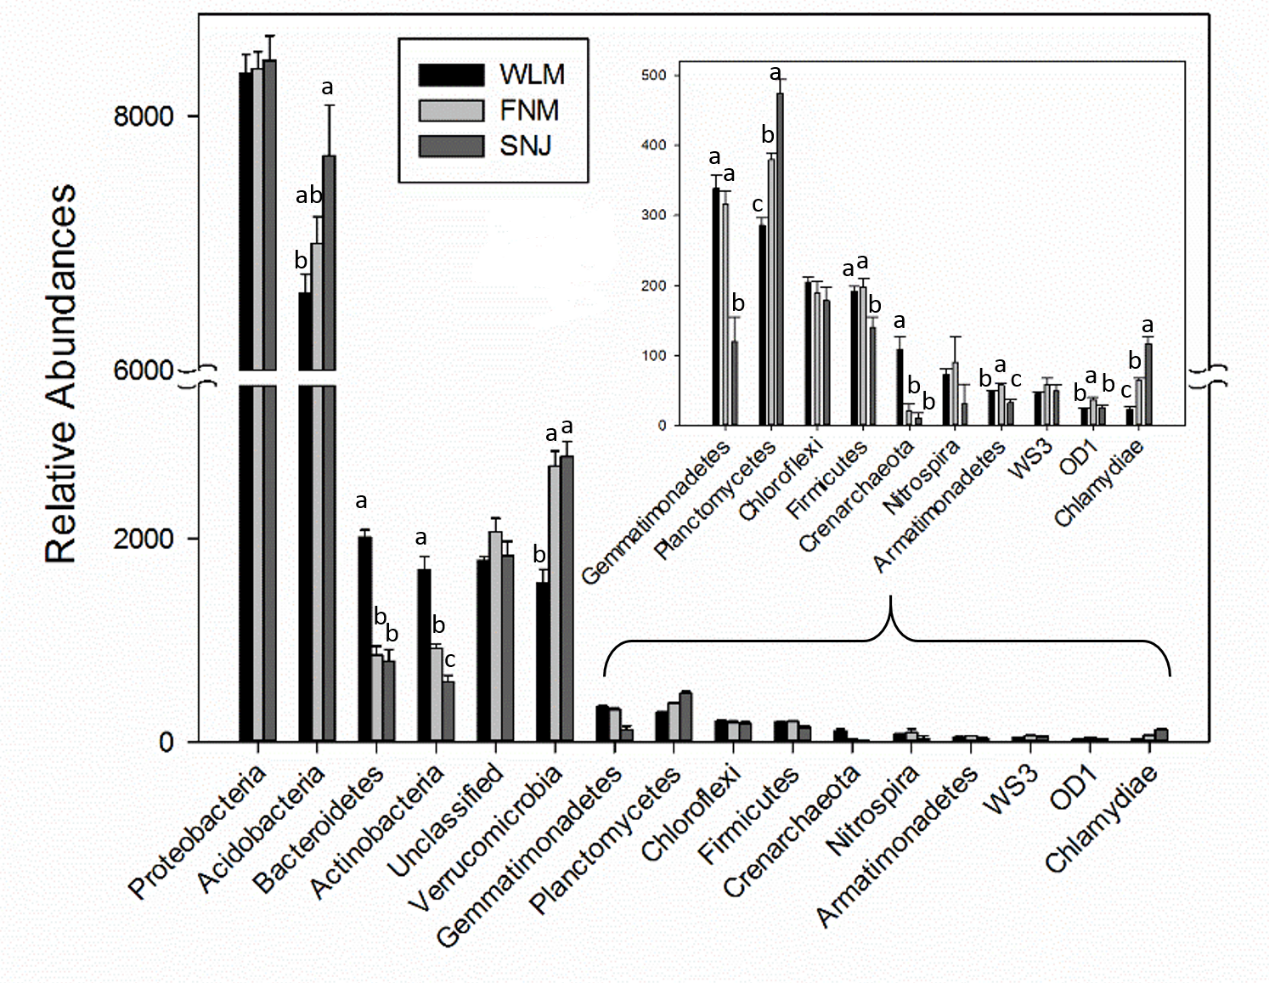
**

**Fig. S5** Relative abundances of different phyla. All data are presented as mean ± s.e. calculated from biological triplicates. Significant (*P* < 0.050) difference among sites are indicated by alphabetic letters above the bars.

How the deposited data were processed for this re-analysis (not part of the article)

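Soil DNA from 30 plots, 10 in each of the WLM, FNM and SNJ forests, was hybridized by the authors to GeoChip 5.0 with 1 Cy3-labelled sample per array. The authors deposited the intensity of each spot on the linear scale, in arbitrary units, after discarding spots with a signal-to-noise ratio under 2, which are empty, and before the filter on arrays, the division by the total signal and the natural logarithm that their methods describe. Whether background was subtracted is not stated. Those 3 steps were carried out here: a probe was kept in a forest with at least 4 of 10 arrays, intensities were divided by the total of the array's kept probes and multiplied by the mean of these totals over 30 arrays, and the natural logarithm was taken. Samples were grouped by the forest in their labels, and the 10 arrays per forest limit the precision of each mean.

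Richness, Shannon index and evenness were compared by permutation tests with 100000 resamples. Community structure was compared by adonis, anosim, MRPP and the dispersion of arrays around centroids on Bray-Curtis dissimilarity, with undetected spots as 0, in vegan 2.7.1 with permute 0.9.8. Gene families, gene categories and probes were compared for each pair of forests by limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment and a threshold of 0.05, and the detection of probes by Fisher's exact test. A family needed at least 3 kept probes and a value on all 30 arrays. Networks used probes detected on at least 9 of 10 arrays, for carbon the 3000 with the highest mean, Pearson correlations with the paper's thresholds of 0.97 and 0.94, and fast greedy modules in igraph 0.11.9. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

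Genes were named by a rule: each family that the text or Table S3 of the paper names, whose values in Table S3 were seen beforehand, and the 5 families with the largest rise and the 5 with the largest fall for each pair. Families named beyond the rule, as flagged in the closing section or to give the composition of a network, were chosen after their values were seen. Lists of genes were taken from Table S3 and from knowledge of the pathways, 25 lists with 137 genes, of which 82 matched a gene name of the array. Tested on simulated data, the family test found 56 of 60 changed families with 0 false calls, the probe test 169 of 170 with 8, the detection test 195 of 200 with 1, and the network step 19900 of 19900 links with 2 elsewhere. The simulated families, probes and detections were drawn independently of one another. Splits of the real FNM and WLM arrays otherwise than by forest called up to 162 families, so these false calls do not give the error rate on the real arrays. The simulated changes were 0.4 ln units for families and 1 for probes, larger than the median differences here. Simulated detections were set almost fully apart, and linked probes shared a common factor with little noise. The shares found therefore do not give the power for smaller differences. Alternatives covered the transformation, filter, normalization, family summary, distance, test, array weights, replicate numbers, correlation, threshold and single arrays, and others added later. The sequencing data, plant and soil variables and what derives from them were not analysed here.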

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

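The rule for a far array was given beforehand, while the rule for the genes below and the tests without the 3 brightest arrays were chosen only after the results were seen. The FNM array 7 had a total signal of 584 (mega-units), with the next FNM array at 367, a gap of 0.537 of the range, above the critical value for 10 samples. It is a sample far from the others, 1 such among 24 groups tested, and chance marks about 1 in 20.

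The larger dissimilarity among FNM arrays and the dense FNM networks were weighed against 3 arrays of high total signal. Without them, the FNM minus WLM difference in distance to the centroid was -0.00613, but they are also the 3 FNM arrays farthest from the centroid, so leaving them out lowers the spread whatever its cause, and the source of the larger dissimilarity stays open. FNM carbon links without them numbered 8814, below the highest of 9984 among removals of 3 random WLM arrays (median 6881.5) and above the highest of 6306 among those of SNJ arrays, so they could account for the excess over WLM but not alone for that over SNJ. Removals of 3 random FNM arrays left 19220 to 69636 carbon links (median 30121.5), so leaving out the 3 brightest lowered the links more than any of these. FNM nitrogen links without the 3 brightest arrays numbered 40164, above the highest WLM value of 19561 and below the lowest of 80897 among removals of 3 random FNM arrays (median 111780.5). These 3 arrays thus carry part of the nitrogen links but do not account for their excess over WLM alone. No soil was hybridized again, so a real difference among FNM soils was not tested.

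The other results come from genes outside the carbon and nitrogen cycles, which the paper does not discuss, called by limma in the same direction after division by the total, after quantile normalization and over probes detected on all 30 arrays, and 12 differences between 2 forests, of 9 families, met this. In FNM against WLM, the arsenite oxidase gene arxA differed by -0.59 and with undetected spots as 0 by 1.62. The copper oxidase gene cueO differed by -0.38 in the same pair and by 0.31 in SNJ against FNM, with 0.74 and -0.28 when undetected spots were 0. The family cbaA differed by -0.81 in FNM against WLM, with 1.63 when undetected spots were 0. The phthalate gene phtB differed by -0.67 there, with 0.41 when undetected spots were 0. The families tfth and xylG differed by -0.22 and -0.23 there, with -0.042 and 0.094 when undetected spots were 0.

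The chloromethane gene cmuA differed from WLM by -0.38 in FNM and -0.23 in SNJ, and with undetected spots as 0 differed by 0.047 and 0.32. The hsp90 probes of choanoflagellates differed by -1.35 in FNM and -0.64 in SNJ against WLM, and by 0.24 and 0.62 with undetected spots as 0. The family thl differed by -0.21 in SNJ against WLM, and by 0.39 with undetected spots as 0.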

How the results depend on the processing

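The settings marked added (undetected spots as 0 in the mean, probes detected on all 30 arrays, without the 3 brightest arrays, all 10 arrays, regression on ln total signal) were chosen after seeing the data, and all others were set before the data were examined. Of the comparisons of richness, Shannon index and evenness, 13 of those set beforehand and 3 added ones kept direction and side of the threshold, as did 83 and 21 of those of dissimilarity. Some of these could not move. Richness rests on detection alone, so it is the same without the natural logarithm and after quantile normalization, and the replicate block changes the permutations but not the statistics of dissimilarity. Counts of calls stayed within 1.5 times in 35 and 5 cases, whatever their directions, and moved in 31 and 19, and named families kept their direction and call in 259 and 56 cases, lost the call in 67 and 26 and reversed in 39 and 41. For what is given next, the cause was not tested, apart from the smaller number of probes that a stricter filter leaves. Probes near a signal-to-noise ratio of 2 limit the family means, since a spot that crosses it enters or leaves the mean. With undetected spots as 0 such a spot moves between its ln value and 0, a floor far below the detected levels. Background correction by normexp and a block for slides were not run, since each spot has 1 value and no slide is named.

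With probes detected in at least 9 of 10 arrays, functional evenness over the 3 forests had p = 0.0728 and adonis R2 of SNJ minus FNM was 0.0741 (p = 0.0846). Calls by limma were gene families 88 FNM minus WLM (2 higher, 86 lower), 3 SNJ minus WLM (0 higher, 3 lower), 11 SNJ minus FNM (10 higher, 1 lower), and gene categories 20 FNM minus WLM (1 higher, 19 lower), 0 SNJ minus WLM (3 at an unadjusted p below 0.05), 2 SNJ minus FNM (2 higher, 0 lower). Families that reversed were FNM minus WLM aclb 0.0062, amyx 0.030, apu 0.061, napa 0.013, and SNJ minus WLM pel_Cdeg 0.056, and SNJ minus FNM aclb -0.11, apu -0.072, nbzc -0.036, thl 0.13.

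With quantile normalization, functional evenness over the 3 forests had p = 0.737, which that scale nearly fixes in advance. Calls by limma were gene families 67 FNM minus WLM (41 higher, 26 lower), 69 SNJ minus FNM (30 higher, 39 lower), and gene categories 15 FNM minus WLM (9 higher, 6 lower), 7 SNJ minus WLM (4 higher, 3 lower), 18 SNJ minus FNM (9 higher, 9 lower). The number of probes called stayed within 1.5 times while the more frequent direction turned, with 3545 higher and 1572 lower FNM minus WLM after 880 higher and 4520 lower, 1059 higher and 690 lower SNJ minus WLM after 603 higher and 1192 lower, and 1030 higher and 1512 lower SNJ minus FNM after 2401 higher and 302 lower on the total scale. Families that reversed were FNM minus WLM glx 0.029, nirk 0.0089, nosz 0.021, napa 0.079, gdh 0.061. FNM nodes over the next highest forest were 1.73 in the carbon network, FNM connectivity over the next 8.57, FNM modularity 0.400, and in the nitrogen network connectivity over the next 6.17.

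For values without division by the total signal, calls by limma were gene families 60 FNM minus WLM (57 higher, 3 lower), 3 SNJ minus WLM (3 higher, 0 lower), 5 SNJ minus FNM (4 higher, 1 lower), and probes 11797 FNM minus WLM (11264 higher, 533 lower), 5466 SNJ minus WLM (5266 higher, 200 lower), and, with the more frequent direction turned, 862 higher and 1401 lower probes SNJ minus FNM. Families that reversed were FNM minus WLM aclb 0.085, codh 0.033, amyx 0.10, glx 0.23, cmua 0.023, narg 0.23, nirs 0.19, nirk 0.23, norb 0.15, nosz 0.25, napa 0.30, gdh 0.31, and SNJ minus WLM norb 0.095.

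For the ln of the summed signal, calls by limma were gene families 67 FNM minus WLM (18 higher, 49 lower), 44 SNJ minus FNM (34 higher, 10 lower), and gene categories 20 FNM minus WLM (8 higher, 12 lower), 9 SNJ minus FNM (7 higher, 2 lower), and for SNJ minus WLM 3 higher and 0 lower gene categories, after 0 higher and 2 lower over detected probes. Families that reversed were FNM minus WLM aclb 0.023, amyx 0.11, apu 0.074, nirk 0.0027, gdh 0.15, and SNJ minus WLM pel_Cdeg 0.096, family fcba, SNJ minus WLM at -8.09e-04, and SNJ minus FNM aclb -0.14, apu -0.081, nbzc -0.093, fcba -0.061, thl 0.26.

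With undetected spots as 0 in the mean (added), calls by limma were gene families 38 FNM minus WLM (20 higher, 18 lower), 11 SNJ minus WLM (6 higher, 5 lower), 19 SNJ minus FNM (10 higher, 9 lower), and gene categories 3 FNM minus WLM (1 higher, 2 lower), 0 SNJ minus WLM (1 at an unadjusted p below 0.05), 3 SNJ minus FNM (2 higher, 1 lower). Families that reversed were FNM minus WLM aclb 1.13, codh 0.82, PEP_synthase -0.64, amyx 1.77, apu 2.25, glx 0.13, hsp90_Choanoflagellida 0.24, nbzc 1.66, cbaa 1.63, phtb 0.41, cmua 0.047, nirs 0.089, norb 0.0021, napa 0.025, and SNJ minus WLM hsp90_Choanoflagellida 0.62, cbaa 0.996, pel_Cdeg 1.36, inulinase 0.85, cmua 0.32, cox1_Viridiplantae -2.52, fcba -1.004, SoxV -0.36, norb 0.12, and SNJ minus FNM aclb -1.21, codh -0.46, apu -1.91, nbzc -1.77, phtb -0.44, fcba -2.05, MMCE 0.098, thl 2.45.

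With probes detected on all 30 arrays (added), or for dissimilarity between 2 forests on all 20 arrays of the pair, adonis R2 of SNJ minus FNM was 0.112 (p = 0.0508), and dispersion was 0.00699 for FNM minus WLM (p = 0.00490) and -9.5e-04 for SNJ minus WLM (p = 0.138). Calls by limma were gene families 74 FNM minus WLM (4 higher, 70 lower), 3 SNJ minus WLM (0 higher, 3 lower), 18 SNJ minus FNM (16 higher, 2 lower), and gene categories 19 FNM minus WLM (1 higher, 18 lower), 0 SNJ minus WLM (3 at an unadjusted p below 0.05), 0 SNJ minus FNM (16 at an unadjusted p below 0.05). Families that reversed were FNM minus WLM aclb 0.0062, amyx 0.030, apu 0.061, napa 0.051, and SNJ minus WLM pel_Cdeg 0.056, fcba -0.017, and SNJ minus FNM aclb -0.11, apu -0.072, nbzc -0.036, thl 0.15.

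Without the 3 brightest arrays (added), dispersion over 3 forests had F = 1.65 (p = 0.212) and SNJ minus FNM was -0.00517 (p = 0.520). Calls by limma and, for detection, Fisher's exact test were gene families 38 SNJ minus WLM (3 higher, 35 lower), 82 SNJ minus FNM (78 higher, 4 lower), and gene categories 5 SNJ minus WLM (0 higher, 5 lower), and probes 4484 SNJ minus WLM (1550 higher, 2934 lower), 4371 SNJ minus FNM (2661 higher, 1710 lower), and probe detection 0 FNM minus WLM (1601 at an unadjusted p below 0.05), 0 SNJ minus FNM (1458 at an unadjusted p below 0.05). With 7 FNM arrays left, the smallest p of Fisher's test is larger, so an adjusted call over 32295 probes is harder to reach. Over all arrays the counts at an unadjusted p below 0.05 were 1346 and 1490. The 0 calls therefore do not show that the detection calls rest on these 3 arrays.

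Dispersion of FNM minus WLM was 0.0580 without the natural logarithm (p = 0.0242) and, over probes detected on all 20 arrays of the pair, 16.6 with Euclidean distance (p = 0.00740), and that of SNJ minus WLM -3.78 with Euclidean distance (p = 0.0547), where distance and filter changed together and Bray-Curtis over the same probes, given above, moved alike. With no filter on probes, limma called gene families 0 SNJ minus WLM (17 at an unadjusted p below 0.05), and gene categories 0 SNJ minus WLM (3 at an unadjusted p below 0.05). With arrayWeights it called gene families 210 SNJ minus WLM (3 higher, 207 lower), and probes 6580 SNJ minus WLM (2528 higher, 4052 lower), 4285 SNJ minus FNM (2596 higher, 1689 lower), and analysis of variance, unadjusted, called gene families 72 SNJ minus WLM (3 higher, 69 lower). With undetected spots as 0 in ln(value + 1), limma called probes 5179 SNJ minus FNM (2762 higher, 2417 lower), and over probes retained in at least one forest Fisher's test called probe detection 74 FNM minus WLM (65 higher, 9 lower).

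In the carbon network, FNM nodes over the next highest forest were 1.67 at threshold 0.95, 1.67 with Spearman and 1.37 regressed on ln total signal (added). FNM connectivity over the next was 3.90 at threshold 0.95, 1.07 at threshold 0.98, 3.99 with Spearman and, reversed, 0.70 regressed on ln total signal. With leave-one-out, carbon FNM nodes over the next ranged from 1.90 to 2.28 and connectivity over the next from 1.75 to 3.65. In the nitrogen network, FNM nodes over the next highest forest were 3.05 at threshold 0.96, and connectivity over the next 7.86 at threshold 0.96, 7.98 with an undetected spot as 0 and 1.95 regressed on ln total signal. FNM modularity there was 0.538 and 0.623 under the last 2.

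The numbers 1 to 10 of the samples are shared labels of distant forests and set no pairing. With the replicate block, limma called 1 higher and 219 lower families FNM minus WLM, and the sign test for probe detection called 0 FNM minus WLM (915 at an unadjusted p below 0.05), 0 SNJ minus WLM (311 at an unadjusted p below 0.05), 0 SNJ minus FNM (860 at an unadjusted p below 0.05), where 10 pairs could hardly give an adjusted call over 32295 probes, so these counts do not test the block. An array correlated best with its own number in the other forest in 1, 1 and 0 of 10 pairs, with mean r of -0.0403, 0.0151 and -0.0156.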

Differences from the paper's values

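In this part, undetected spots as 0 and Bray-Curtis over probes detected on every array were chosen after the values were seen, and the other alternatives were set before the data were examined. A value counts as different from the paper's where the signs differ or 1 is more than 1.5 times the other, and for the differences taken from Table S3 where the signs differ or the gap exceeds the larger of the paper's error and the SE here. For anosim between SNJ and FNM the paper gives R = 0.031 and the value here is 0.499, and all alternatives differ from the paper's (0.360 without the natural logarithm, 0.387 with no filter on probes, 0.222 with probes detected in at least 9 of 10 arrays, 0.509 with quantile normalization, 0.319 with Euclidean distance over probes detected on every array of the pair, for which Bray-Curtis gives 0.322, 0.530 with presence and absence only, and the same with the replicate block). For adonis between them the paper gives R2 = 0.197 and the value here is 0.298, with no difference by the rule used here without the natural logarithm (0.141) and with no filter on probes (0.201), and a difference with at least 9 of 10 arrays (0.0741), quantile normalization (0.307), Euclidean distance over probes detected on every array of the pair (0.122, with 0.112 for Bray-Curtis over them), presence and absence only (0.348) and the replicate block.

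The lowest and highest Bray-Curtis dissimilarity within WLM are about 0.05 and about 0.17 in the paper's Fig. 3, read by eye, and 0.0271 and 0.0950 here. In FNM they are about 0.05 and about 0.30 in Fig. 3, read by eye, and 0.0256 and 0.177 here, and in SNJ about 0.04 and about 0.12, read by eye, and 0.0221 and 0.0657 here. No difference by the rule remains without the natural logarithm (0.0427 and 0.114, 0.0634 and 0.304, 0.0392 and 0.0972 in this order) and with no filter on probes (0.0502 and 0.145, 0.0590 and 0.222, 0.0399 and 0.0813), while at least 9 of 10 arrays, quantile normalization and presence and absence only differ in all 3 forests. Euclidean distance is on another scale and the replicate block leaves the dissimilarities unchanged, so neither could remove the difference.

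This paragraph covers the alternatives set beforehand, and undetected spots as 0 follow in the next. For the difference of mean ln level, FNM minus WLM, the paper's Table S3 gives for total carbon 0.031 and the value here is -0.17, with no difference after quantile normalization (0.0013) and a difference under the others of these. For carbon degradation the paper's is 0.049 and the value here -0.17, with no difference, among these, for the ln of the summed signal alone (0.0038). For carbon fixation the paper's is -0.016 and the value here -0.16, with no difference, among these, only with at least 9 of 10 arrays (-0.062) and for the ln of the summed signal (-0.025). For starch degradation the paper's is 0.074 and the value here -0.17, with no difference, among these, for the ln of the summed signal alone (0.021). For glx the paper's is 0.818 and the value here -0.18, with no difference, among these and within the paper's error of 0.696, for values without division by the total signal alone (0.23).

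For aclB the paper's is 1.134 and the value here -0.32, for CODH 0.821 and -0.37, for amyX 1.766 and -0.30, for apu 2.246 and -0.92, for assA -0.721 and 0.10 and for camDCAB -0.623 and 0.085, and for these 6 genes every alternative set before the data were examined differs from the paper's value. With undetected spots as 0, chosen after seeing the values, the differences were 0.031 for total carbon, 0.049 for carbon degradation, -0.016 for carbon fixation, 0.074 for starch, 1.13 for aclB, 0.82 for CODH, 1.77 for amyX, 2.25 for apu, -0.72 for assA, -0.62 for camDCAB and 0.13 for glx, none of them a difference by the rule, and 6 of the 11 items the paper calls were not called. With them, 166 of 171 levels of Table S3 lay within 0.01 of the paper's, and of the 5 farther ones the largest gap was 0.686. That gap is glx in WLM, at 6.25 here and 5.565 in the paper, and phenol oxidase in WLM was at 6.36 and 5.693. The paper's glx difference of 0.818 was thus not reached, and only the width of the paper's error keeps it from a difference by the rule. assA, called by the paper and not in FNM minus WLM here, is called there after quantile normalization (0.25, upward, against the paper's downward) and in some pair of forests with undetected spots as 0.

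The paper states that aclB and CODH are higher in FNM, where both are lower here over detected probes and higher with undetected spots as 0. It states no difference among forests for nitrogen genes, where 17 of 17 families are lower in FNM than in WLM here, 2 are higher and 1 is lower after quantile normalization, and 0 are called with undetected spots as 0. It counts all probes of the table as having a positive signal, where 32295 have a value on at least 1 array. It counts bacterial taxa without a rank, more than the 836 bacterial genera and fewer than the 1565 bacterial species detected here. The percentages it gives for the ordination axes correspond to the eigenvalues 0.0363 and 0.0164, and most of its path lengths to the mean over all pairs of nodes. For the FNM nitrogen network its path length is longer than that mean and than the mean between joined nodes here.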

Other observations

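In this part, the tests over probes detected on every array and the splits of the arrays were chosen only after the results were seen. Of the phosphorus families 0 rose and 3 fell of 3 tested in FNM against WLM, of the sulfate reduction families 0 rose and 2 fell of 2 tested, of the sulfur assimilation families 0 rose and 3 fell of 3 tested and of the sulfur oxidation families 0 rose and 6 fell of 7 tested, while after quantile normalization 2 sulfur oxidation families were higher, 1 was lower and 0 of the others passed. Of the sulfur oxidation genes soxV was higher in SNJ than in WLM, by 0.16 (SE 0.0392, adjusted p = 0.00929), with -0.36 (adjusted p = 0.597) when undetected spots were 0. No family carries a gene name of the lists for acid and osmotic stress, cold and heat shock, or phosphate and nitrogen limitation.

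Several families with few probes had the largest differences, and these turned with undetected spots as 0. In SNJ against WLM the pectate lyase family pel was at -0.48 (adjusted p = 1.8e-04) and 1.36 with undetected spots as 0, inulinase at -0.25 (adjusted p = 0.00126) and 0.85, plant cox1 at 0.59 (adjusted p = 5.0e-04) and -2.52, and fcbA at 0.39 (adjusted p = 0.00126) and -1.004. The nitrobenzene gene nbzC was at -1.004 in FNM against WLM (adjusted p = 1.8e-06) and 1.66 with undetected spots as 0.

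That aclB and CODH are higher in FNM only with undetected spots as 0 was weighed against the level of the spots detected on every array and a general gain of dim spots on the FNM arrays. Over probes detected on all 30 arrays the differences were 0.00620 for aclB and -0.053 for CODH, so a higher level of these spots is unlikely to be the source. The gain in detection from WLM to FNM was 1.75 arrays per probe for aclB and 1.35 for CODH, the 81.0 and 67.1 percentiles of random probe sets with the same WLM detection. A general gain of dim spots may therefore account for both genes. A gain of sequence variants of these genes in FNM soils was not tested.

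The lower family means in FNM after division by the total signal were weighed against the brightest spots taking more of the total and dim spots entering the mean of detected probes. The brightest 1% of probes held 27.3% of the signal in FNM and 25.0% in WLM, and with them left out of the total the median FNM minus WLM difference was -0.13, so they are unlikely to account for it. Over probes detected on all 30 arrays the median was -0.064, so dim spots entering the mean may account for more than 0.5 of it. A lower abundance of most genes in FNM cannot be read from values that are relative to the array's total, and was not tested.

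The 20 arrays of each pair were also split otherwise than by forest, and the number of splits with as many calls, the real one included, was counted. Between FNM and WLM it was 1 of 100 for families (real 223, highest other 162), 1 of 100 for categories (real 64, highest other 58), 1 of 100 for probes (real 5400, highest other 283) and 1 of 100 for detection (real 20, highest other 0). Detection was tested without the filter on arrays per forest. If the arrays of a forest are independent, chance is unlikely to give its calls. The sets of samples described below put that independence in doubt, so chance is not excluded for detection either. The other 3 counts come after the filter on arrays per forest, which uses the forest labels and favours the real grouping. Their shares alone therefore do not exclude chance, though 181 families were still called with no filter on probes. Between SNJ and FNM it was 1 of 100 for families (real 169, highest other 136), 2 of 100 for categories (real 57, highest other 57), 1 of 100 for probes (real 2703, highest other 2088) and 1 of 100 for detection (real 7, highest other 0). The reading is the same, with 129 families still called with no filter on probes. Between SNJ and WLM it was 1 of 100 for probes (real 1795, highest other 0) and 1 of 100 for detection (real 14, highest other 0), with the same reading for detection as above. It was 3 of 100 for families (real 25, highest other 77), whose calls were all lost with no filter on probes, and 6 of 100 for categories (real 2, highest other 51). For families and categories of this pair chance cannot be excluded. For families and categories of this pair the highest other split called several times the real count, which points to a structure of the samples that the forests do not give. In the other pairs, too, other splits called up to 162 and 136 families. WLM samples 1 to 4 detected 24291 to 26915 probes and samples 5 to 10 detected 20497 to 22442. FNM samples 1 to 5 detected 23749 to 28041 and samples 6 to 10 detected 20252 to 23316. The same sets of samples lay apart on the second ordination axis, and those of WLM on the first as well. The tests took the arrays of a forest as independent, which such sets put in doubt. Whether these differences underlie the calls of the other splits was not tested.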
